# Identification of molecular genetic contributants to canine cutaneous mast cell tumour metastasis by global gene expression analysis

**DOI:** 10.1371/journal.pone.0208026

**Published:** 2018-12-19

**Authors:** Kelly Bowlt Blacklock, Zeynep Birand, Deborah Biasoli, Elena Fineberg, Sue Murphy, Debs Flack, Joyce Bass, Stefano Di Palma, Laura Blackwood, Jenny McKay, Trevor Whitbread, Richard Fox, Tom Eve, Stuart Beaver, Mike Starkey

## Abstract

Cutaneous mast cell tumours are one of the most common canine cancers. Approximately 25% of the tumours metastasise. Activating *c-kit* mutations are present in about 20% of tumours, but metastases occur in the absence of mutations. Tumour metastasis is associated with significantly diminished survival in spite of adjuvant chemotherapy. Available prognostic tests do not reliably predict whether a tumour will metastasise. In this study we compared the global expression profiles of 20 primary cutaneous mast cell tumours that metastasised with those of 20 primary tumours that did not metastasise. The objective was to identify genes associated with mast cell tumour metastatic progression that may represent targets for therapeutic intervention and biomarkers for prediction of tumour metastasis. Canine Gene 1.1 ST Arrays were employed for genome-wide expression analysis of formalin-fixed, paraffin-embedded biopsies of mast cell tumours borne by dogs that either died due to confirmed mast cell tumour metastasis, or were still alive more than 1000 days post-surgery. Decreased gene expression in the metastasising tumours appears to be associated with a loss of cell polarity, reduced cell-cell and cell-ECM adhesion, and increased cell deformability and motility. Dysregulated gene expression may also promote extracellular matrix and base membrane degradation, suppression of cell cycle arrest and apoptosis, and angiogenesis. Down-regulation of gene expression in the metastasising tumours may be achieved at least in part by small nucleolar RNA-derived RNA and microRNA-effected gene silencing. Employing cross-validation, a linear discriminant analysis-based classifier featuring 19 genes that displayed two-fold differences in expression between metastasising and non-metastasising tumours was estimated to classify metastasising and non-metastasising tumours with accuracies of 90–100% and 70–100%, respectively. The differential expression of 9 of the discriminator genes was confirmed by quantitative reverse transcription-PCR.

## Introduction

Canine mast cell tumours (MCTs) are neoplastic proliferations which predominantly arise from tissue mast cells in the dermal layer of the skin [1]. MCTs are the most common canine skin tumour [2] with an estimated incidence of 129 per 100,000 dogs. Although most breeds are affected, several breed predispositions have been reported [3]. The majority of MCTs are successfully treated by surgery and/or radiotherapy, but approximately 25% of tumours spread to a regional lymph node, spleen and/or liver, and with local therapy alone death usually follows within 1 year of diagnosis. Dogs that have metastatic disease, or are believed to have a high risk of developing metastatic disease, are often treated with adjunctive chemotherapy. An overall response rate of 47%, with a median response duration of 154 days, has been reported for treatment of measureable MCTs with an often used vinblastine and prednisolone protocol [4], and a median survival time of 1374 days was achieved when an equivalent protocol was utilised post-surgery [5]. However, the side-effects of chemotherapy may include myelosuppression, neutropenia and gastrointestinal disorders.

MCTs are usually classified by histological grade, which is the most important single prognostic factor [1]. Currently, two grading systems are used. The Patnaik grading system is well established and assigns a MCT to one of 3 grades (I, II and III) according to descriptive histological criteria [6]. However, Patnaik grade does not predict metastasis; <10% of grade I, 5–22% of grade II, and >80% of grade III MCTs metastasise [7]. The more recent binary Kiupel histologic grading system [8] utilises more numerical and fewer descriptive criteria and was devised to reduce the discord observed between pathologists applying the Patnaik system. Whilst Kiupel grade is associated with survival time, it also cannot accurately predict metastasis; 37.5% of tumours classified as ‘low grade’ were borne by dogs with distant metastases, whilst 21.9% of MCTs designated as ‘high grade’ were from dogs without distant metastases [9].

Decreased MCT patient survival has been associated with ‘high’ mitotic index [10], increases in the number of Ki-67 positive nuclei [11], argyrophylic nucleolar organizer regions [11] and minichromosome maintenance protein 7 positive cells [12], respectively, and decreased expression of the cell adhesion molecule TSLC1 [13] in cutaneous MCTs. However, although significant differences between the proliferating cell nuclear antigen and argyrophilic nucleolar organizing region counts for metastasising and non-metastasising MCTs were described in a single study [14], neither cell proliferation index has subsequently been shown to be capable of predicting canine cutaneous MCT metastasis [15].

Metastasis is a complex process, each step of which is thought to rely at least in part on cells acquiring specific genetic and/or epigenetic alterations [16] additional to those that drive primary tumour development. The alterations may effect changes in gene expression, and metastasis-associated gene expression signatures have been identified for a number of human tumours [17]. Metastasis-associated gene expression signatures may predict metastasis [18], and several form the basis of routine prognostic tests; e.g. the DecisionDx-UM test [19]. Differential gene expression analysis has also identified biological processes involved in metastasis [20] and candidate metastasis-suppressor [21] and promoting genes [22]. Gene expression analysis of canine cutaneous MCTs was recently performed [23] with the intention of evaluating whether biological behaviour could be predicted on the basis of tumour gene expression profile. However, differential expression analysis compared ‘differentiated’ and ‘undifferentiated’ tumours designated solely on the basis of Kiupel grade [8], with no reference to the presence or absence (or later development) of metastasis.

Clinical management of canine cutaneous MCT would be greatly assisted by the capability to predict tumour metastasis, whilst targeted prevention of metastasis would ultimately represent the most effective life-saving strategy. Elucidation of the molecular genetic contributions to canine cutaneous MCT metastatic progression affords a means of identifying biomarkers of metastasis and potential targets for therapeutic intervention.

In the current study we compared the global gene expression profiles of formalin-fixed, paraffin-embedded biopsies (FFPE) of primary cutaneous MCTs that did and did not metastasise. The aim was to identify genes that are associated with the metastatic progression of cutaneous MCTs, and evaluate the potential for differentiating metastasising and non-metastasising MCTs on the basis of a metastasis-associated gene expression signature.

## Materials and methods

### Ethics statements

This study was approved by the Animal Health Trust and the University of Liverpool ethics committees, respectively. Informed, written consent was obtained from the owner of each dog whose MCT biopsy was included in this study. A MCT biopsy could be withdrawn from the study at any time. Patient treatment was unaffected by the study.

### Tumour samples

Diagnostic histopathology FFPE biopsies of canine primary cutaneous MCTs were collected from dogs treated in the Clinical Oncology departments at the Animal Health Trust Centre for Small Animal Studies and the University of Liverpool Small Animal Teaching Hospital, respectively, between 1997 and 2010. The biopsies were from dogs that were treated for a solitary cutaneous MCT, and for which complete staging information (at the time of initial presentation to the referral hospital), and follow-up information to the time of patient death or a minimum of 1000 days following diagnosis (whichever came first) were available. The occurrence of metastasis was determined by abdominal ultrasound or computed tomography, and cytological/histological examination of a biopsy of one or more regional/draining lymph nodes. For a cytological diagnosis of lymph node metastasis, mast cells had to appear in clusters or sheets, or appear grossly abnormal [14]. MCT biopsies were designated as ‘metastasising’ (M) if they were borne by dogs which died or were euthanased due to MCT metastatic disease <560 days post-surgery/biopsy (regardless of adjuvant chemotherapy, including prednisolone, and/or radiotherapy), *and* for whom metastasis was confirmed by diagnostic imaging *and* pathological analysis. Non-metastasising (NM) MCT biopsies were removed from dogs which received no adjuvant therapy (including prednisolone) *and* were still alive >1000 days post-surgery/biopsy [24], *and* for whom metastasis was not identified by imaging or pathological analysis.

### RNA isolation and purification

Total RNA was isolated from FFPE MCT biopsies using the RecoverAll Total Nucleic Acid Isolation Kit, which incorporates on-column DNase digestion (ThermoFisher Scientific, Paisley, UK). RNA was treated with Heparinase I (Sigma, Gillingham, UK) (10U/μg RNA) in 5mM Tris-HCl (pH7.5), 1mM CaCl_2_, 4U/μl RNasin Plus RNase Inhibitor (Promega, Southampton, UK) for 3h at 25°C, and subject to further DNase digestion (TURBO DNA-free kit; ThermoFisher Scientific, Paisley, UK). RNA was purified (RNA Clean & Concentrator-5; Zymo Research, Freiburg, Germany) and quantified by RiboGreen fluorometry (Quant-iT RiboGreen RNA Assay Kit, ThermoFisher Scientific, Paisley, UK).

### RNA sample selection

The integrity of each FFPE MCT RNA sample was assessed by reverse transcription-quantitative PCR (RT-qPCR) assay of the copy number of a 126bp fragment of a 130–150bp short interspersed nuclear element (SINE) present every 5–8.3kb in the canine genome [25], and shown (by BLAST similarity search against canine mRNA sequences) to occur in the 3’-untranslated region of hundreds of canine mRNAs. cDNA was prepared from 10ng of each total RNA sample using the High-Capacity cDNA Reverse Transcription Kit (ThermoFisher Scientific, Paisley, UK), and triplicate PCR assays were performed (PowerUp SYBR Green Master Mix; ThermoFisher Scientific, Paisley, UK) using 1μl aliquots of a 1 in 1.6-fold dilution of each cDNA sample. A quantification cycle (Cq) value was derived for each PCR product using the PCR machine software (StepOne Plus; ThermoFisher Scientific, Paisley, UK), and a geometric mean Cq value calculated for each MCT cDNA sample as a measure of RNA integrity.

Additional details are included in S1 File and S1 Table.

### Global gene expression profiling

#### RNA amplification, labelling and microarray hybridisation

Fragmented, biotinylated double-stranded cDNA was prepared from 50ng of each FFPE MCT RNA sample using the SensationPlus FFPE amplification and WT labelling Kit (ThermoFisher Scientific, Paisley, UK), and hybridised (in groups of 4) to a Canine Gene 1.1 ST Array Strip (ThermoFisher Scientific, Paisley, UK). Post-hybridisation washing and staining, and array scanning were performed using the GeneAtlas System Fluidics and Imaging Stations (ThermoFisher Scientific, Paisley, UK), respectively.

#### Microarray data analysis

Exon-level probe set expression values were generated by quantile normalisation, log_2_ transformation and signal summarisation, performed using the Robust Multichip Analysis algorithm, implemented within ‘Affymetrix Expression Console Software 1.3’ (ThermoFisher Scientific, Paisley, UK). ‘Outlier arrays’ were considered to be those that had any single sample quality, labelling quality and hybridisation quality metric value ≥2 standard deviations away from the mean of the metric value for all the arrays [26]. Outlier arrays were excluded, and processing of the raw probe-level signal intensity data repeated to generate both quantile normalised and log_2_-transformed exon and gene-level probe set expression values. Gene-level probe sets (‘Transcript clusters’) with ‘crosshyb_type’ = 1 (unique hybridisation target) and ‘category’ = ‘main’ annotations, and for which at least 1 exon probe set was ‘present’ (detection above background p-value <0.01; [27]) in at least 30% of the tumours in the NM and/or M MCT cohort, were considered to be expressed in the MCTs and were used for subsequent analyses.

Relationships between MCT gene-level expression profiles were visualised by hierarchical clustering (average linkage; similarity metric = Pearson Correlation Coefficient) performed using Cluster [28]. Genes displaying statistically significant differences in expression between M and NM MCTs were identified using a two-tailed t-test for unpaired data. P-values were adjusted by permutation testing [29]. The potential identities of differentially expressed Transcript clusters that represented ‘predicted genes’, or for which no annotation was available, were sought by BLAST similarity search of Transcript cluster sequences against canine and human mRNAs and non-coding RNAs, respectively.

#### Functional annotation analysis

Over represented functional annotations associated with the differentially expressed genes were identified using DAVID [30] by comparison with the functional annotations attributed to all the ‘crosshyb_type’ = 1 and ‘category’ = ‘main’ annotated Transcript clusters for which at least 1 exon probe set was ‘present’ in at least 30% of the tumours in the NM and/or M MCT cohort.

### Reverse transcription-quantitative PCR (RT-qPCR)

The differential expression of selected genes was validated by RT-qPCR. A TaqMan or SYBR Green PCR assay was designed (Beacon Designer, Premier Biosoft; Palo Alto, USA) for each Transcript cluster based upon a unique region within the sequence of the constituent exon probe set that showed the largest statistically significant difference in expression between the M and NM MCTs. Prior to use in RT-qPCR, each MCT cDNA was assayed for the presence of PCR inhibitors (S1 File and S2 Table). Triplicate PCR assays for each preamplified MCT cDNA sample were run on an ABI StepOne Plus PCR machine (ThermoFisher Scientific, Paisley, UK), and a geometric mean Cq value derived. For use as a ‘reference gene’ for normalisation of target gene expression measurements [31], the copy number of a 71bp fragment of a SINE [25] that occurs in the 3’-untranslated region of hundreds of canine mRNAs in each MCT RNA sample was also assayed. MCT Cq values with a standard deviation >0.5 were excluded from further analyses, and genes with a geometric mean C_q_ of ≥35 were considered not to be expressed. Additional details are included in S1 File and S1 Table.

#### RT-qPCR data analysis

The geometric mean C_q_ measures of target gene expression were imported into qbase+ (Biogazelle, Gent, Belgium) and each converted to a relative measure of gene expression (‘Normalised Relative Quantity; NRQ [32]) using a normalisation factor derived from the respective geometric mean canine SINE [25, 31] C_q_ value. The statistical significance of differences in the expression of genes between M and NM MCTs was determined using a two-tailed t-test for unpaired data performed on log_10_ transformations of the NRQs.

### Class prediction analysis

The optimal classification function for gene expression data-based prediction of ‘metastatic status’ (M or NM) was identified by evaluation of the characteristics of the expression values obtained for the Transcript clusters expressed in the MCTs using the R package SPreFuGED [33], which predicts the performance of representatives of 10 classification functions. Class prediction by Linear Discriminant Analysis was performed using the *lda* function provided by the R Package MASS [34]. The accuracy of class prediction was estimated through testing by cross-validation. The expression profiles (selected genes) of the MCTs were randomly partitioned into a ‘training data set’ (comprising data for ~90% of the MCTs) and a ‘test data set’ (comprising data for two M and one NM MCT), and the class (M or NM) of the MCTs comprising the test data set predicted. Ten training and test data set combinations were evaluated. The *lda* function was also run in the ‘leave-one-out cross-validation mode’, whereby the class of each MCT was predicted whilst using the expression data for the remaining (n-1) MCTs as a training data set.

## Results

### Tumours selected for gene expression profiling

MCT biopsies from 78 dogs were eligible for inclusion in the study. PowerAtlas [35] analysis of Gene Expression Omnibus [36] datasets derived for several human tumours estimated that using 20 tumour samples in each of two ‘outcome groups’ would afford an ‘Estimated Discovery Rate’ (Power) of 73.1–81.7% at the 0.05 significance level. Consequently, the integrity of each MCT RNA was assessed to enable compilation of ‘M’ and ‘NM’ MCT sample groups comprising 20 RNA samples with a similar range of integrities (S3 Table).

### Tumours included in differential expression analysis

Sample quality metrics associated with exon-level probe set expression profiles of 40 MCTs were reviewed to identify tumours whose expression profiles differed significantly from the majority of the cohort. Array data for 2 M MCTs and 4 NM MCTs were excluded (S3 and S4 Tables) because for each the ‘percent of probe sets detected above background’ differed by >2 standard deviations from the cohort mean value [26]. 

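Gene-level expression was measured in 34 primary cutaneous mast cell tumours (MCTs), 18 that metastasised (M) and 16 that did not (NM), each from a different dog. RNA came from formalin-fixed, paraffin-embedded (FFPE) biopsies, in which mast cells lie among keratinocytes, stromal cells and leukocytes, and was hybridised to canine gene arrays. The authors left out the outlier arrays, then normalised and summarised the other arrays by Robust Multichip Analysis, which gives 1 log2 value per Transcript cluster and tumour. The submitters' processing notes name Affymetrix Expression Console 1.3. The arrays of the deposited table have medians from 1.79 to 1.91, and their number limits the precision. The platform annotation, which can be old, gives 16878 of the Transcript clusters 1 gene symbol, 289 several and 15224 none. From these values, 19246 clusters above the median of the whole table (1.84) in at least 30% of the M and/or NM MCTs were tested with limma, M minus NM, with Benjamini-Hochberg adjustment. This level filter stands in place of the detection filter on exon probe sets, whose detection values were not used here. The paper also kept only main clusters annotated with a unique hybridisation target, a restriction not applied here. More clusters were tested than the paper's 5207, and how much each difference in filtering adds was not tested. Gene lists for cell types and processes, the rule for the genes named and the main tests were fixed before the data were examined. The paper's results on these tumours were known then, and its keratin genes were the reason for the keratinocyte lists. Lists close to its genes are therefore not independent of its results. Permutation tests of list scores, adjustment over the 29 lists that the study did not choose, lists without the members that the study had picked and ratios of linear medians were chosen after seeing the data. Because keratinocytes are a second source of RNA in skin biopsies, a keratinocyte score was computed for each tumour as the mean z-score of 24 keratinocyte genes, none of them among the genes that the paper lists as over 2-fold. The score was -0.331 ± 0.499 (SD, n = 18) in the M MCTs and 0.372 ± 0.876 (SD, n = 16) in the NM MCTs (two-sided permutation test, p = 0.00571). Its genes were chosen with the paper's keratin genes known, so this p is not independent of the paper's result. The score lay above the mean of all tumours in 3 of the 18 M MCTs and in 9 of the 16 NM MCTs.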

Gene-level probe set expression data for 18 M MCTs and 16 NM MCTs was re-processed for further analysis featuring 5,207 Transcript clusters annotated as ‘crosshyb_type’ = ‘1’ and ‘category’ = ‘main’ probe sets, and for which at least 1 exon probe set was ‘present’ in at least 30% of the tumours in the NM and/or M MCT cohort. The raw and processed microarray data has been deposited in the NCBI Gene Expression Omnibus repository (GEO series accession number GSE122590).

The characteristics of the dogs that bore the 18 M MCTs and 16 NM MCTs tumours are detailed in Tables 1 and 2. Nine breeds were represented in the M group and 7 in the NM group, with 5 breeds common to both groups. Multiple representatives of a single breed probably reflect both breed popularity and an increased susceptibility to MCT development [3]; for example, MCTs borne by Labrador Retrievers represent 19% of the NM MCTs and 39% of the M MCTs. Equal proportions of both sexes were represented in the M MCT biopsy group, whilst 69% of the NM MCTs were borne by male dogs. Interestingly, the median age of the dogs affected by M MCTs was 3 years higher than that of the dogs that developed NM tumours. 

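The dogs with M MCTs were 8.17 ± 2.81 years old (mean ± SD, n = 18) and those with NM MCTs 5.5 ± 2.28 years (n = 16), a difference that few random assignments of the ages to the groups reached (two-sided permutation test, p = 0.00518). Median ages were 8 and 5 years. Ages ran from 2 to 15 years in the M group and from 3 to 11 years in the NM group. Of the 18 dogs with M MCTs, 14 were older than the mean of all dogs, against 3 of the 16 dogs with NM MCTs. The M group held 9 bitches and 9 male dogs and the NM group 5 bitches and 11 male dogs, and 7 Labrador Retrievers were in the M group against 3 in the NM group.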

Unsupervised hierarchical clustering of the 34 MCTs on the basis of the expression values of the 20% of Transcript Clusters (1,041) with the highest variance in expression signal, gave no indication of an association between global MCT gene expression profile and breed, sex, or age at diagnosis, respectively (S1 Fig). 

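Whether tumours alike in breed, sex or age also had alike expression profiles was tested on the 3849 Transcript clusters with the highest variance, the top 20% of those above the level filter. A distance-based permutation test (1 minus Pearson correlation, 100000 permutations) was run for each factor and adjusted over the 4 tests. Breed took up 28.6% of the variation among the 28 MCTs of breeds with more than 1 tumour. A minority of random assignments of breeds reached that amount, too many to set it apart from chance (p = 0.096, adjusted p = 0.384). The 6 MCTs of cross-breed dogs were taken as 1 breed there, and without them, a setting chosen after seeing the data, breed took up 32.3% of the variation among 22 MCTs (p = 0.0691, adjusted p = 0.276). Sex took up 0.568% of the variation over all 34 MCTs (p = 0.937, adjusted p = 0.937). Age took up 2.46% (p = 0.457, adjusted p = 0.669). Metastasis itself, M against NM, took up 2.21% (p = 0.502, adjusted p = 0.669). Breed has more categories than the other factors and so takes up more of the variation by chance. Its share is therefore not comparable with theirs.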

The mean age of a FFPE NM MCT specimen was 1.6 x higher than that of a FFPE M MCT biopsy, although the FFPE tumour biopsy age does not correlate with tumour RNA integrity (Spearman rank correlation coefficient = 0.13; S3 Table).

**Table 1:** Dogs bearing metastasising cutaneous mast cell tumours included in differential gene expression analysis.

Dog ID.	Breed	Sex^a^	Age at diagnosis (Years)
**B1**	Boxer	Fe	9
**CB6**	Cross breed	FeN	9
**CB4**	Cross breed	FeN	10
**CB1**	Cross breed	FeN	15
**CCR1**	Curly Coated Retriever	Fe	6
**D1**	Dogue de Bordeaux	MaN	2
**GS1**	German Shepherd	Ma	9
**GR1**	Golden Retriever	FeN	8
**HV1**	Hungarian Vizsla	MaN	7
**LR10**	Labrador Retriever	FeN	4
**LR1**	Labrador Retriever	FeN	8
**LR2**	Labrador Retriever	Ma	7
**LR5**	Labrador Retriever	Ma	8
**LR9**	Labrador Retriever	Ma	10
**LR8**	Labrador Retriever	MaN	6
**LR3**	Labrador Retriever	MaN	8
**SBT1**	Staffordshire Bull Terrier	FeN	10
**W1**	Whippet	MaN	11
		Mean and standard deviation	8.17 ± 2.73
		Median	8.00
		Interquartile range	3.25

**Table 2:** Dogs bearing non-metastasising cutaneous mast cell tumours included in differential gene expression analysis.

Dog ID.	Breed	Sex^a^	Age at diagnosis (Years)
**B4**	Boxer	Fe	5
**B2**	Boxer	FeN	4
**B3**	Boxer	Ma	4
**CB3**	Cross breed	FeN	10
**CB2**	Cross breed	FeN	11
**CB5**	Cross breed	MaN	5
**ETT1**	English Toy Terrier	Ma	6
**GR2**	Golden Retriever	Ma	3
**GR4**	Golden Retriever	Ma	7
**GR3**	Golden Retriever	MaN	5
**LR4**	Labrador Retriever	Ma	6
**LR6**	Labrador Retriever	MaN	3
**LR7**	Labrador Retriever	MaN	5
**MS1**	Miniature Schnauzer	MaN	3
**SBT2**	Staffordshire Bull Terrier	MaN	6
**W2**	Whippet	Fe	5
		Mean and standard deviation	5.50 ± 2.21
		Median	5.00
		Interquartile range	2.00

^a^Fe: Female; FeN: Neutered female; Ma: Male; MaN: Neutered male

### Genes differentially expressed between M and NM MCTs

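No Transcript cluster differed between the M and NM MCTs at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment (0 of 19246, smallest adjusted p = 0.558), and the methods' t-test with the same adjustment gave 0 as well. At an unadjusted p under 0.05, 797 clusters differed, 539 higher in the NM MCTs and 258 higher in the M MCTs, where 962.3 would be expected by chance. Among clusters with 1 gene symbol and a mean difference of at least 0.5 on the log2 scale, the smallest p-values among genes higher in the NM MCTs belonged to ANXA8L1, which encodes an annexin (M minus NM -0.59, p = 0.0013), and CD9, a tetraspanin (-0.79, p = 0.00201). Next came XG, which encodes a blood group glycoprotein (-0.81, p = 0.00354). Among the rest were PKP1, which encodes a desmosomal plaque protein (-1.12, p = 0.00373), KRT17, a keratin of hair follicles and activated keratinocytes (-0.86, p = 0.00509), and the unnamed locus LOC100686048 (-1.25, p = 0.00586). The others were CLEC3B, which encodes tetranectin (-0.92, p = 0.00379), TNXB, which encodes tenascin X (-0.58, p = 0.00455), and PLXDC1, a marker of tumour endothelium (-0.58, p = 0.00639). The microRNA precursor MIR23A (-0.75, p = 0.00626) completes the 10. Higher in the M MCTs at an unadjusted p under 0.05 were MIR632, a microRNA precursor, STMN1, which encodes the microtubule-destabilising protein stathmin (0.62, p = 0.0214), H2AC13, a histone H2A gene (1.03, p = 0.0375), and CD53, a leukocyte tetraspanin (0.61, p = 0.0442). The other 6 named by the same rule did not reach that level. They were LOC100685971 (0.68, p = 0.0611), the Wnt modulator SFRP2 (0.85, p = 0.0638), the transglutaminase TGM2 (0.52, p = 0.072), RAC2 (0.62, p = 0.0769), the heat shock gene HSP70 (0.52, p = 0.077) and the stress-induced gene DDIT4 (0.67, p = 0.157). No named gene passed the adjustment over all clusters. With the keratinocyte score as a covariate, 513 clusters had an unadjusted p under 0.05, and with quantile normalisation repeated on the tested clusters the split was 441 higher in the NM MCTs and 348 higher in the M MCTs.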

A statistically significant difference in expression (permutation-testing adjusted p-value <0.05) between M and NM MCTs was observed for 218 Transcript clusters; 162 displayed increased expression in the NM MCTs and 56 were expressed at a higher level in the M MCTs (Fig 1). 

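Of the 19 genes that the paper lists as over 2-fold, 16 were identified in the deposited table by symbol or by the Transcript cluster number the paper gives, and all 16 had a ratio of median expression (NM over M) above 2. The largest ratios belonged to keratinocyte genes: KRT10 (7.53) and KRT1 (6.7), the keratins of the suprabasal epidermis, KRTDAP (7.23), a protein of differentiating keratinocytes, and KRT5 (6.8), a keratin of the basal layer. SFN, which encodes the epithelial 14-3-3 protein stratifin, had a ratio of 4.57. Below them came SBSN (2.69), a secreted epidermal protein, KRTAP3-1 (2.56), a hair keratin-associated protein, PKP1 (2.44) and DSP (2.34), both of the desmosome, KRT15 (2.12), a basal keratin, and PERP (2.11), a desmosomal membrane protein. The 5 others were CLEC3B (2.57), the immediate early transcription factors EGR1 (2.49) and JUNB (2.25), CD9 (2.07) and the unannotated Transcript cluster 14385288 (2.04). KRT10 had a mean log2 expression of 3.30 ± 2.00 (SD, n = 18) in the M MCTs and 5.21 ± 2.69 (SD, n = 16) in the NM MCTs, so that the tumours overlapped widely. Each of the 16 passed limma when adjusted over the list alone (adjusted p from 0.0202 to 0.0313) and 0 passed when adjusted over all clusters. The list was chosen by the study on these tumours, so the first count is not independent evidence. As a list they gave adjusted p = 4.21e-20 from camera with preset correlation and adjusted p = 0.0185 with an estimated correlation. For the same reason neither is independent evidence. With the keratinocyte score as a covariate, 0 of the 16 had an unadjusted p under 0.05 and 0 had a ratio above 2. The ratios so adjusted lay between 0.739 and 1.11 for the 11 keratinocyte genes and were 1.98 for EGR1, 1.87 for JUNB, 1.55 for CLEC3B, 1.33 for CD9 and 1.28 for the unannotated cluster. Age as a covariate left 6 with an unadjusted p under 0.05. By the fold of mean log2 values, 13 of the 16 were above 2-fold without a covariate and 8 with age.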

Nineteen genes displayed a >two-fold difference in expression between the M and NM MCTs; 18 of the genes showed increased expression in the NM MCTs (Table 3; Fig 2). Gene annotation was not available for 2 of the Transcript clusters, although each displayed significant sequence similarity to one, or more, mRNAs encoded by a single canine gene. Three genes that exhibited a >two-fold difference in expression are located on each of chromosome 1, 9, and 27, respectively. 

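SBSN encodes suprabasin, a secreted protein of the upper epidermis, and KRTDAP encodes keratinocyte differentiation-associated protein. SBSN had a mean log2 expression of 3.12 ± 1.09 (SD, n = 18) in the M MCTs and 4.42 ± 1.80 (SD, n = 16) in the NM MCTs (permutation test, two-sided, p = 0.0156). For KRTDAP the means were 2.87 ± 1.75 in the M MCTs and 4.52 ± 2.42 in the NM MCTs (p = 0.0297 from the same permutation test). In a RefSeq annotation of another dog assembly, of a German Shepherd Dog, 3 other genes lie between them, of which 1 is protein coding. Adjusted for the keratinocyte score, the difference in log2 expression, M minus NM, was 0.06 for SBSN (limma, p = 0.778) and 0.29 for KRTDAP (p = 0.346). Adjusted for age, the unadjusted p was 0.0706 for SBSN and 0.124 for KRTDAP.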

Two of the genes (SBSN and KRTDAP) are positioned adjacent to each other in a 37.6kb region on chromosome 1 (Table 3). Two chromosomes (CFA14 and CFA31) harbour a higher proportion of the 218 differentially expressed genes than may be expected if their chromosomal distribution only reflected the chromosomal assignments of the genes expressed in the MCTs (S5 Table). 

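The keratin-associated proteins KRTAP8-1, KRTAP7-1 and KRTAP11-1 belong to the matrix between keratin filaments of the hair shaft, and all 3 had lower mean expression in the M MCTs. The ratio of medians (NM over M) was 1.59 for KRTAP8-1 (limma, unadjusted p = 0.00772), 1.91 for KRTAP7-1 (p = 0.00812) and 1.65 for KRTAP11-1 (p = 0.0209). Mean log2 expression of KRTAP11-1 was 2.10 ± 0.85 (SD, n = 18) in the M MCTs and 3.03 ± 1.44 (SD, n = 16) in the NM MCTs. As a list chosen by the study on these tumours, and so not independent evidence of a direction, they gave adjusted p = 2.89e-05 from camera with preset correlation and adjusted p = 0.0377 with an estimated correlation. All 3 passed when adjusted over the list alone and 0 over all clusters, and with the keratinocyte score as a covariate 0 of the 3 had an unadjusted p under 0.05, the differences (M minus NM) being -0.36, -0.34 and -0.21 in the same order against -0.92, -0.94 and -0.93 without it, while with age as a covariate 3 of the 3 did. The RefSeq annotation of the German Shepherd Dog assembly places 2 other genes among the 3, neither of them protein coding.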

Three differentially expressed keratin-associated genes (KRTAP8-1, KRTAP7-1 and KRTAP11-1), which display decreased expression in the M MCTs, lie adjacent to each other within a 69.7kb region on CFA31 (S5 Table).

**Fig 1:**
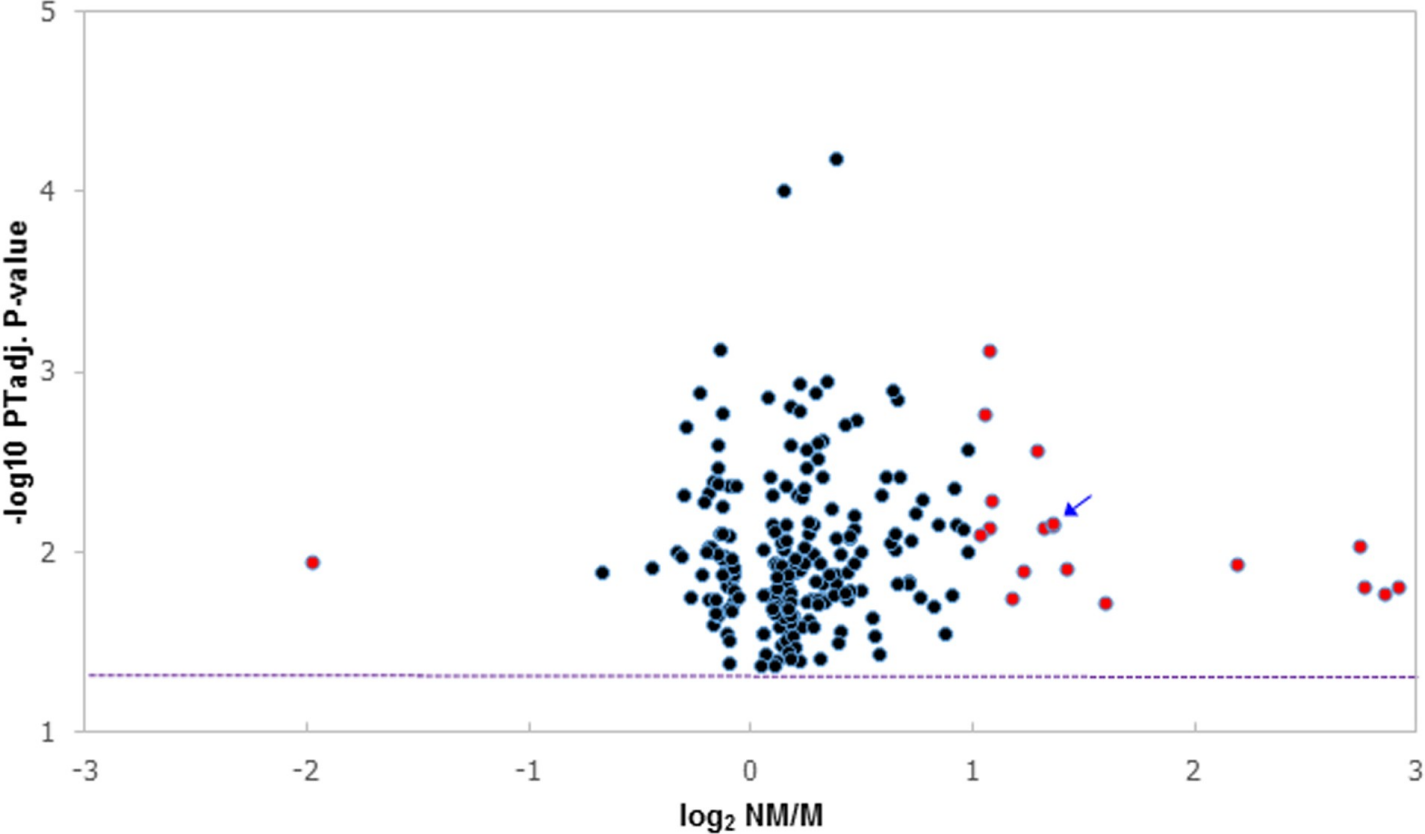
Genes exhibiting differential expression between metastasising and non-metastasising MCTs. Expression of 218 genes in 18 metastasising (M) and 16 non-metastasising (NM) MCTs. Each sphere represents an individual gene. The difference in expression between the M and NM MCTs is represented (x-axis) by the log_2_-transformed fold-change (NM/M). Red spheres denote the 19 genes which exhibit a difference in expression of ≥2.0 (either NM>M, or M>NM). The arrow indicates two genes which cannot be resolved by their x, y co-ordinates. The statistical significance of differences in expression between NM and M MCTs is denoted (y axis) by the minus log_10_-transformed permutation testing-adjusted unpaired t-test derived p-values. A -log10 PTadj. p-value equivalent to a PTadj. p-value = 0.05 is indicated by the dotted line.

**Fig 2:**
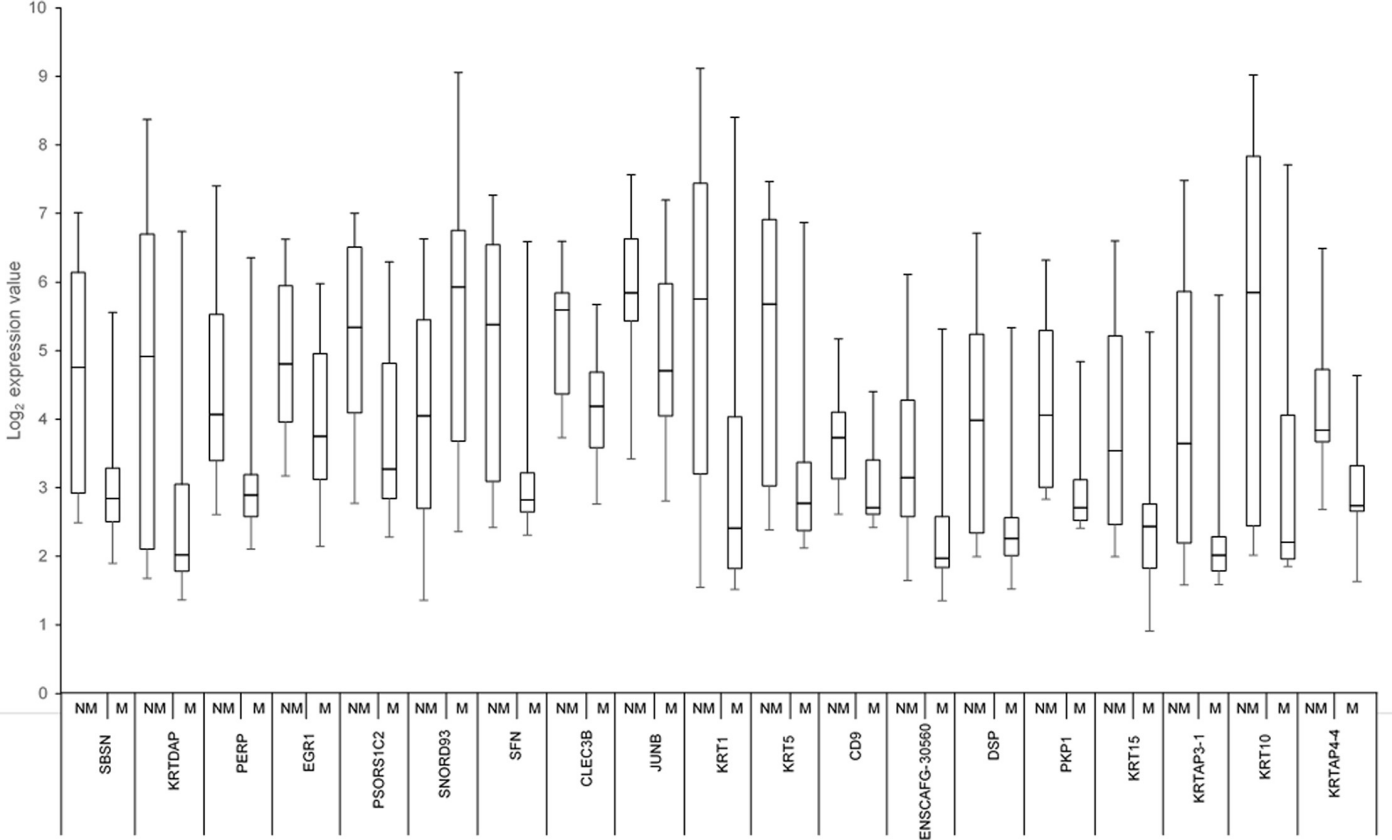
Expression levels of 19 genes that display >two-fold differences in expression between metastasising and non-metastasising MCTs. The bottom and top of each box denote the expression measurements that encompass the values shared by 25% and 75% of the tumours, respectively. The line within each box represents the median expression value, whilst the vertical lines extending above and below each box indicate the maximum and minimum expression values, respectively. M = metastasising tumour; NM = Non-metastasising MCT.

**Table 3:** Genes displaying >two-fold differences in expression between metastasising and non-metastasising MCTs.

Gene description (Gene symbol/ID.)	Chromosomal location^b^^[^^37^^]^	Fold change (NM/M)^d^	Adj_p-value^e^
**TP53 apoptosis effector** (*PERP*)	1: 30.42	2.11	0.008
**Suprabasin** (*SBSN*)	1: 117.13^c^	2.84	0.012
**Keratinocyte differentiation-associated protein** (*KRTDAP*)	1: 117.17^c^	7.23	0.017
**Stratifin** (*SFN*)	2: 73.27	4.71	0.012
**Plakophilin 1** (*PKP1*)	7: 1.92	2.45	0.003
**Keratin 15** (*KRT15*)	9: 21.25	2.12	0.005
**Sequence similarity to Keratin-associated protein 4–4 (E-val: 0.0; 470bp; 26%)** (*KRTAP4-4*)^a^	9: 21.55	2.10	0.001
**Keratin-associated protein 3–1** (*KRTAP3-1*)	9: 21.68	2.60	0.006
**Keratin 10** (*KRT10*)	9: 21.86	8.50	0.014
**Early growth response 1** (*EGR1*)	11: 26.05	2.53	0.009
**Psoriasis susceptibility 1 candidate 2** (*PSORS1C2*)	12: 0.84	3.17	0.019
**Small nucleolar RNA, C/D box 93** (*SNORD93*)	14: 36.56	0.25	0.011
**C-type lectin domain family 3, member B** (*CLEC3B*)	20: 43.32	2.57	0.007
**junB proto-oncogene** (*JUNB*)	20: 49.36	2.25	0.018
**Epithelial keratin 1** (*KRT1*)	27: 2.42	7.28	0.010
**Keratin 5** (*KRT5*)	27: 2.57	6.81	0.013
**CD9 antigen** (*CD9*)	27: 38.74	2.07	0.002
**Sequence similarity to ENSCAFG00000030560 (E-val: 4 x 10**^**−54**^**; 106bp; 60%)** (ENSCAFG-30560)^a^	31: 38.47	2.05	0.007
**Desmoplakin** (*DSP*)	35: 7.48	2.48	0.013

^a^Transcript cluster with no gene annotation. The most significant similarity between the sequence (spliced exons) of the Transcript cluster and a canine mRNA is listed. The significance of the sequence similarity is denoted by the E value and the length of the sequence alignment, and the proportion of the Transcript cluster sequence included in the alignment is stated.

^b^Chromosomal location is denoted by the chromosome name and the gene start base co-ordinate.

^c^The genes encoding suprabasin and keratinocyte differentiation-associated protein are adjacent to each on chromosome 1.

^d^Ratio of median gene-level expression values.

^e^Permutation testing-adjusted t-test p-value

### Functional annotation enrichment analysis

In order to identify biological processes and pathways involved in MCT metastasis, functional annotations over-represented amongst those assigned to the 218 Transcript clusters differentially expressed between the M and NM MCTs were identified by comparison with those attributed to the 5,207 Transcript clusters for which at least 1 exon probe set was ‘present’ in at least 30% of the tumours in the NM and/or M MCT cohort. The frequencies of functional annotations available for 177 of 209 differentially expressed Transcript clusters for which an Ensembl Gene ID [37] could be defined were compared with those available for 4,846 of the ‘present’ Transcript clusters which had an Ensembl Gene ID. Six Gene Ontology Consortium biological processes and two KEGG pathways were enriched amongst the differentially expressed genes (Table 4).

**Table 4:** Differentially expressed gene-associated enriched functional annotations.

			Gene expression	
Functional annotation^a^	Fold enrichment^b^	P-value^c^	NM > M	M > NM
**GO BP: 0016337 single organismal cell-cell adhesion**	6.699	0.005	*CDSN*, *DSP*, *PKP1*, *SCRIB*	
**GO BP: 0008285 negative regulation of cell proliferation**	3.240	0.006	*CD9*, *ETV3*, *HDAC4*, *NF2*, *SFRP4*, *SPRY1*, *STRN*, *TFAP2A*	*DNAJA3*
**GO BP: 0060070 canonical Wnt signaling pathway**	6.029	0.008	*BCL9L*, *MYC*, *PLPP3*, *SDC1*, *SFRP4*	
**GO BP: 0051496 positive regulation of stress fiber assembly**	7.420	0.014	*ARHGEF10*, *BRAF*, *EVL*, *NF2*	
**GO BP: 0008219 cell death**	12.058	0.023	*AXIN1*, *EMP2*, *PMP22*	
**GO BP: 0032060 bleb assembly**	10.336	0.031	*EMP1*, *EMP2*, *PMP22*	
**KP cfa04024: cAMP signaling pathway**	2.969	0.045	*AFDN*, *BRAF*, *CREBBP*, *FOS*	*CALM3*
**KP cfa05210: Colorectal cancer**	4.783	0.046	*BRAF*, *FOS*, *MYC*, *PIK3R2*	

^a^GO BP: Gene Ontology Biological Process; KP: Kegg Pathway

^b^Fold enrichment—Proportion of 177 differentially expressed genes with the functional annotation/proportion of ~4,846 genes expressed in the MCTs that have the functional annotation.

^c^P-value: Fisher Exact test p-value (EASE score) modified to reduce false positive results.

### Validation of differential expression by RT-qPCR

The expression levels of 9 of the genes which showed >two-fold differences in expression between 18 M and 16 NM MCTs were measured by RT-qPCR assay of the same MCT biopsies (Table 5). The genes selected for validation of differential expression included the only gene that displayed >two-fold increased expression in the M MCTs, the 2 genes represented by Transcript clusters for which gene annotation was not available, and genes representative of different enriched functional annotations (Table 4) and/or associated with different biological processes. Valid gene expression measurements (Cq values) were obtained for fewer than the 34 MCT biopsies assayed because either the Cq was ≥35 or was ‘undetermined’, or the Cq standard deviation for triplicate assays was >0.5. There was a high degree of concordance between the expression levels calculated for individual MCTs (indicated by Spearman rank correlation coefficients in Table 5), and between NM/M fold changes, measured by microarray (exon-level probe set) and RT-qPCR, respectively. For 2 of the genes (*EGR1* and *KRT10*), the differences in expression between the M and NM MCTs was statistically significant. However, statistical significance is affected by both the number of samples and which samples are included in a statistical test. The differences in expression between the NM and M groups attained statistical significance for *KRT10* and *PERP* when the microarray-derived expression measurements for only the MCTs that were included in the statistical analysis of the RT-qPCR generated expression data were analysed (Table 5).

**Table 5:** Differences in gene expression between M and NM MCTs measured by RT-qPCR.

				RT-qPCR		
Gene symbol/ID.	Exon-level fold change^a^ (NM/M)	No. NM MCTs^b^	No. M MCTs^b^	Fold change^c^ (NM/M)	Spearman RCC^d^	p-value^e^ (Array)
***CD9***	2.25 (1.80)	12	8	2.78	0.51	0.405 (0.090)
***DSP***	19.08 (1.48)	7	4	40.43	0.74	0.217 (0.152)
***EGR1***	3.66 (2.11)	11	14	6.05	0.69	0.028 (0.050)
**ENSCAFG-30560**	2.05 (1.43)	5	8	7.15	0.81	0.139 (0.213)
***KRT10***	23.43 (43.37)	11	12	53.87	0.88	0.009 (0.017)
***KRTAP4-4***	2.10 (2.77)	7	7	1.12	0.76	0.730 (0.208)
***PERP***	7.38 (4.69)	11	10	9.94	0.80	0.083 (0.041)
***SBSN***	3.49 (2.62)	10	6	14.77	0.81	0.140 (0.115)
***SNORD93***	0.25 (0.39)	12	16	0.37	0.50	0.196 (0.258)

^a^Fold change differences in expression between 18 M and 16 NM MCTs determined by microarray—Ratio of median expression values for the Exon probe set upon which RT-qPCR assay design was based. In parenthesis are the fold change differences calculated when only the microarray-derived expression values of MCTs that yielded valid Cq values in RT-qPCR assay were considered.

^b^The numbers of NM and M MCTs represent the numbers of samples for which valid Cq (Cq <35; Cq SD<0.5) measurements were obtained. ‘Non-valid’ Cq values were attributable to: Cq <35 or ‘undetermined’ and Cq SD>0.5.

^c^Fold change determined by RT-qPCR assay.

^d^The Spearman rank correlation coefficient (RCC) indicates the extent of the concordance between the expression values for individual MCT assayed by microarray and RT-qPCR, respectively.

^e^The statistical significance of the RT-qPCR measured differences in expression between the NM and M MCTs determined by t-test. The statistical significance of the differences between the microarray-derived gene-level expression values measured for the same MCTs is shown in parenthesis.

### Class prediction analysis

Linear Discriminant Analysis (LDA) was predicted to be the optimal classification function for prediction of ‘metastatic status’ (M or NM) on the basis of the characteristics of the expression values obtained for the 5,207 Transcript clusters ‘present’ in the MCTs (Fig 3). Hierarchical clustering of the 18 M and 16 NM MCTs, on the basis of the microarray-measured expression levels of the 19 genes which displayed >two-fold differences in expression between the M and NM MCTs, separated the MCTs into 2 major groups (Fig 4). 

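The 34 MCTs were clustered on the 16 identified genes by average linkage with 1 minus Pearson correlation as distance, and the tree was divided into 2 groups. The larger group held 13 of the 18 M MCTs (72.2%) and 7 of the 16 NM MCTs (43.8%). The share of M MCTs in the larger group was not distinguishable from that of NM MCTs (Fisher's exact test, two-sided, p = 0.163). Because 11 of the 16 genes are keratinocyte genes, the clustering was repeated on the other 5, EGR1, JUNB, CD9, CLEC3B and the unannotated cluster. The larger group then held 88.9% of the M MCTs and 87.5% of the NM MCTs.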

The largest group contained 72% of the M MCTs, whilst the NM MCTs were equally divided between the two groups. Although the M and NM MCTs were not partitioned into two groups, class prediction by LDA does not assign a sample to a class on the same basis (i.e. using a measure of the ‘distance’ between 2 samples/pre-created sample groups equal to 1 minus the correlation coefficient) that samples are agglomeratively grouped by hierarchical clustering. Consequently, and as the fold difference in the expression of a gene between classes has been shown to be an effective criterion for ranking genes for use in class prediction [38, 39], the efficacy of using the 19 genes which displayed >two-fold differences in expression between M and NM MCTs in class prediction was evaluated. The performance of the LDA classifier was tested by cross-validation, measuring the accuracy with which 2 M MCTs and 1 NM MCT (randomly selected) were classified (as M or NM) on each of 10 occasions (after the classifier had been trained using the expression values for the remaining 16 M and 15 NM MCTs) (Fig 5). 

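Linear discriminant analysis on the 16 identified genes was trained on 16 M and 15 NM MCTs and tested on the 2 M and 1 NM MCTs left out, over 10000 random divisions. On average 72.6% of the M MCTs and 57.5% of the NM MCTs left out were assigned to their class. In sets of 10 divisions the accuracy had an SD of 9.91 percentage points for M and 15.6 for NM MCTs. The keratinocyte score alone, in place of the genes, assigned 82.7% of the M MCTs and 50.3% of the NM MCTs. With 3 further Transcript clusters the accuracies were 85.9% and 77%. These 3 stand for SNORD93, KRTAP4-4 and PSORS1C2, were chosen after values were seen because their ratios equal those the paper prints, and so are not independent of the paper's values.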

Mean classification accuracies of 90% (M MCTs) and 70% (NM MCTs) were estimated, whilst a median classification accuracy of 100% was achieved for both M and NM MCTs. 

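Leaving out each MCT in turn, discriminant analysis on the 16 identified genes assigned 13 of the 18 M MCTs to their class (72.2%, 95% exact binomial interval 46.5 to 90.3) and 9 of the 16 NM MCTs (56.2%, 29.9 to 80.2). With the 3 clusters matched by the paper's ratio the shares were 88.9% (16 of 18) and 81.2% (13 of 16). The keratinocyte score by itself assigned 15 of the 18 M MCTs (83.3%) and 8 of the 16 NM MCTs (50%). Without the 11 keratinocyte genes, EGR1, JUNB, CD9, CLEC3B and the unannotated cluster assigned 13 M and 9 NM MCTs. The genes had been selected on the same 34 MCTs. When up to 19 genes were selected anew in each training set, by the methods' t-test and a ratio above 2, 66.7% of the M and 56.2% of the NM MCTs were assigned to their class, 61.8% of all MCTs. The same selection made once on all 34 MCTs gave 73.5% of all MCTs. Of 100 random regroupings of the labels, 24 gave at least that accuracy. This selection is not the paper's list of 19 genes, which was not itself set against regroupings. The 16 identified genes with the 3 matched clusters gave 85.3% of all MCTs. The regroupings, under the selection used here, averaged 63.8% with a highest of 88.2%.

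**Figure D1:**
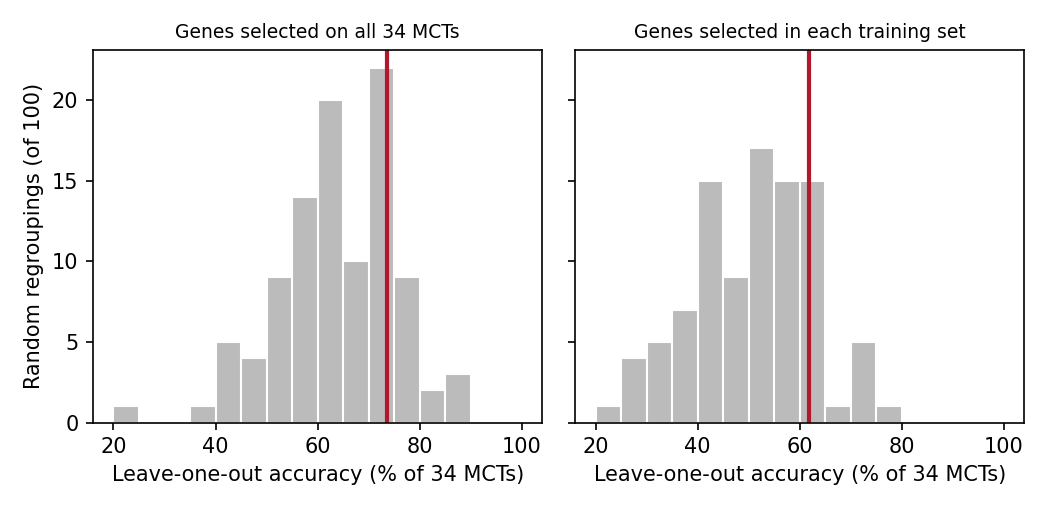
Leave-one-out accuracy (% of the 34 MCTs, x axis) of discriminant analysis in 100 random regroupings of the M and NM labels (y axis, number of regroupings). The red line is the accuracy with the real labels, 73.5% where genes were selected once on all MCTs (left) and 61.8% where they were selected in each training set (right). The regroupings average 63.8% on the left and 48.3% on the right. On the right, the regroupings with the lowest accuracies, from 5.88% to 14.7%, are not drawn but enter the average. An MCT whose training set gave no gene was counted there as not assigned to its class, which can lower the accuracies on the right.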

Evaluating the performance of the classifier in a ‘leave-one-out cross-validation mode’, 88.9% of the 18 M MCTs were correctly classified and 81.3% of the 16 NM MCTs were correctly assigned to the NM class.

**Fig 3:**
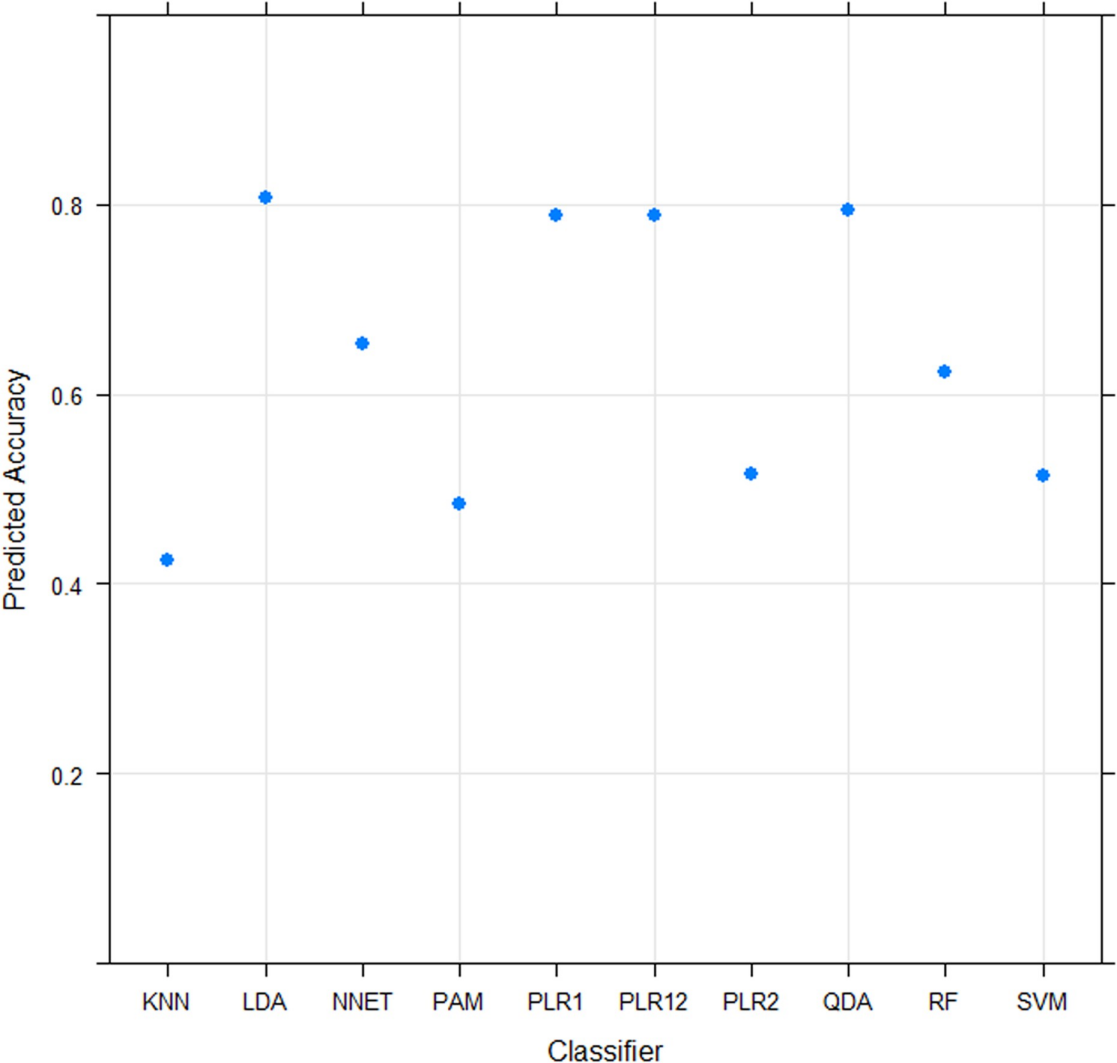
Predicted accuracy of classification functions on the basis of the characteristics of the expression values obtained for 5,207 Transcript clusters ‘present’ in the MCTs. Classification functions evaluated by SPreFuGED [33]: KNN—k-nearest neighbours, LDA—linear discriminant analysis, NNET—feed-forward neural network, PAM—prediction analysis of microarrays, PLR1 - ℓ1ℓ1 penalized logistic regression (Lasso), PLR12 - ℓ1ℓ1 and ℓ2ℓ2 penalized logistic regression (Elastic net), PLR2 - ℓ2ℓ2 penalized logistic regression (Ridge), QDA—quadratic discriminant analysis, RF—Random forest, SVM—support vector machine.

**Fig 4:**
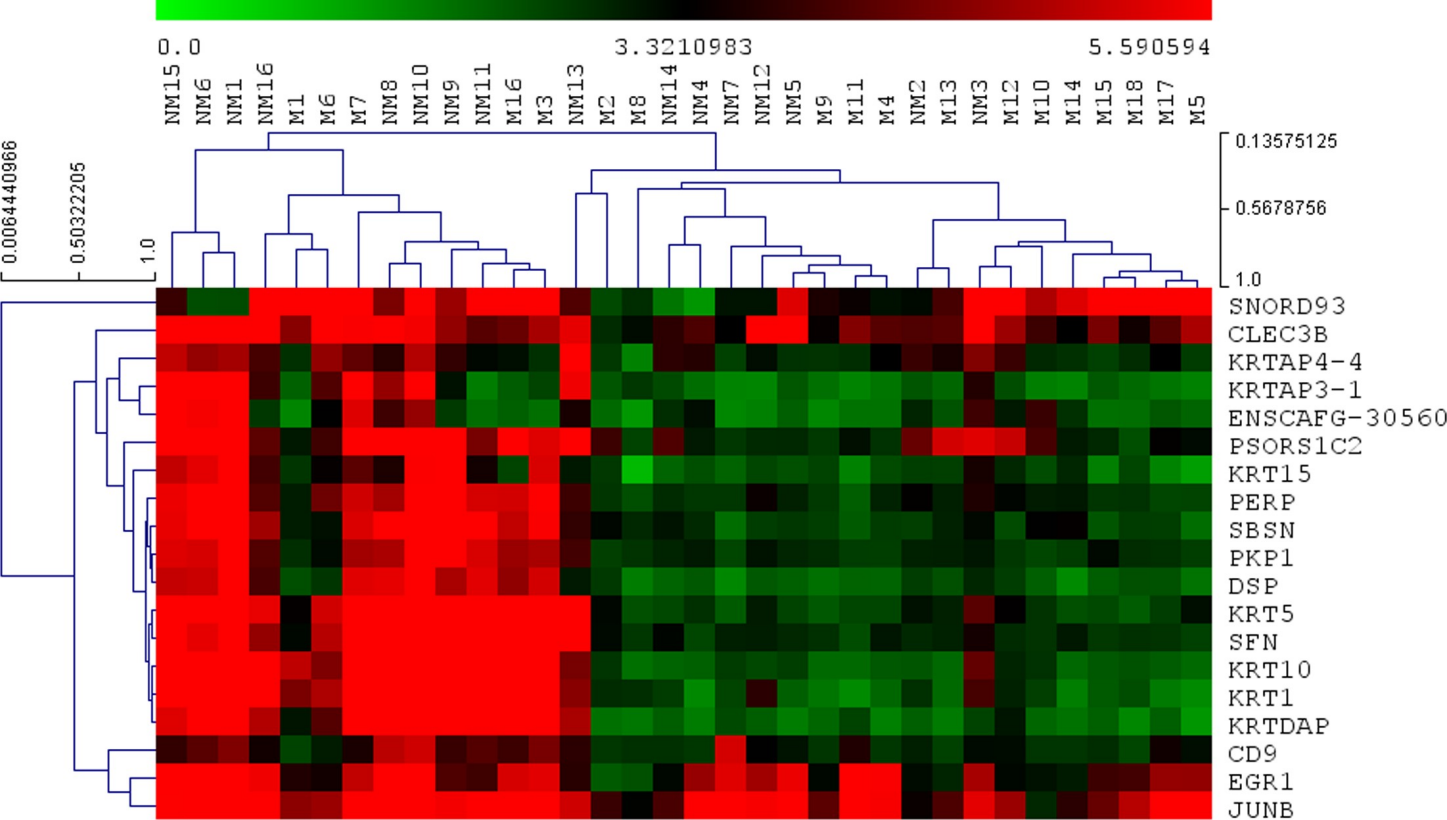
Hierarchical clustering of 18 M and 16 NM MCTs, and 19 genes which display >two-fold differences in expression between M and NM MCTs. The horizontal colour bar denotes the log_2_ expression value. The extent of the dissimilarity (equal to 1 minus the Pearson correlation coefficient) between MCTs is indicated by the vertical scale bar in the top right hand corner of the figure, and between genes is indicated by the horizontal scale bar in the top left hand corner of the figure.

**Fig 5:**
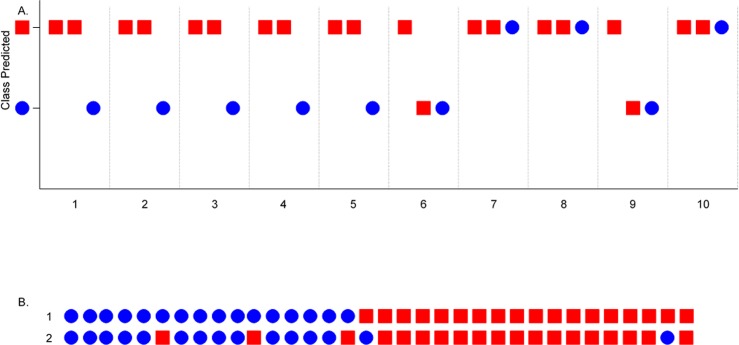
Class prediction by Linear Discriminant Analysis. (A) Results of predicting the classes (M = a square, and NM = a circle) of 3 MCTs (2 M MCTs and 1 NM MCT) on the basis of the expression values of the 19 genes which show statistically significant >two-fold differences in expression between M and NM MCTs. Class prediction was performed on 10 occasions. On each occasion the gene expression data for 34 MCTs (18 M and 16 NM) was randomly divided into a ‘training set’ (90% of the data, comprising 16 M and 15 NM MCTs) and a ‘test set’ (10% of the data, representing 2 M MCTs and 1 NM MCT). The LDA classifier was trained using the training data set and then used to assign the 3 ‘test MCTs’ to either the M or NM class. (B) Results of predicting the class of each of 34 MCTs (16 NM = circles, 18 M = squares) on the basis of the expression values of the 19 genes which show statistically significant >two-fold differences in expression between M and NM MCTs. Over 34 iterations the LDA classifier was trained using the expression data for 33 of the 34 MCTs, and the classification of the remaining MCT predicted. The actual class of each MCT is depicted in row 1 and the predicted class of each MCT is shown in row 2.

## Discussion

Mast cell tumours are one of the most common tumours affecting dogs. There is currently no accurate way of predicting whether a tumour is one of the 20–30% of MCTs that will metastasise, and pre-existing micrometastases may not be detected by current imaging modalities. Activating internal tandem duplications (ITDs) in exon 11 of *c-kit* have been reported in 9% of canine MCTs [40]. The mutations affect the juxtamembrane domain and are associated with a higher histological grade and poor prognosis [40], although they are present in less than 50% of ‘high grade’ MCTs [40, 41]. In the absence of an effective predictive test for MCT metastasis, dogs that bear tumours with unrecognised metastatic potential may not receive adjuvant chemotherapy, whilst dogs erroneously believed to harbour a metastasising tumour may be unnecessarily exposed to the possible side-effects of chemotherapy. The molecular genetic drivers of canine MCT metastasis potentially represent both biomarkers of metastasis and targets for anti-metastasis therapeutics. In the current study we sought to identify ‘across breed’ molecular genetic contributants to canine MCT metastasis by comparing global gene expression in 20 MCTs that metastasised with that in 20 MCTs that did not metastasise. The tumours profiled were borne by 11 breeds (and a variety of cross breeds).

### Gene expression associated with mast cell tumour metastasis

Three-quarters of the genes that displayed statistically significant differences in expression between M and NM MCTs showed decreased expression in the M MCTs. This suggests that the ‘balance’ in the molecular genetic contribution to MCT metastasis lies in a reduction of the effect of genes that would otherwise diminish the propensity for metastatic dissemination. 

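Of the Transcript clusters with an unadjusted p under 0.05 from limma, 67.6% were lower in the M MCTs. The share depended on which clusters were tested and on the scaling. It was 48.9% with no level filter, where clusters of low signal entered, 79.1% with a level filter at the 75th percentile of the table and 80.7% among clusters with 1 gene symbol. It was 58.5% with the keratinocyte score as a covariate and 55.9% with quantile normalisation repeated on the tested clusters. Of the 28 further genes tested from the paper's functional groups and its group of keratin-associated genes, 26 had a lower mean in the M MCTs and 2, DNAJA3 and CALM3, a higher one, and MIR632, which the paper names apart from these, had a higher one too. From the excess of genes with decreased expression in the M MCTs, the paper proposes that metastasis of MCTs rests mainly on a weaker effect of genes that would otherwise hold dissemination back.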

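A list of genes of the colorectal cancer pathway illustrates the size of the differences behind the functional annotations. All 4 of its members, BRAF and PIK3R2, which encode signalling components downstream of growth factor receptors, and the transcription factor genes FOS and MYC, had lower mean expression in the M MCTs at an unadjusted p under 0.05. PIK3R2, the regulatory subunit of phosphoinositide 3-kinase, had a mean log2 expression of 3.36 ± 0.25 (SD, n = 18) in the M MCTs and 3.60 ± 0.30 (SD, n = 16) in the NM MCTs, a ratio of medians (NM over M) of 1.09 (limma, unadjusted p = 0.0148). All 4 passed when adjusted over the list alone and 0 when adjusted over all clusters. The list gave adjusted p = 7.42e-06 from camera with preset correlation and adjusted p = 0.014 with an estimated correlation, and since the study chose the list on these tumours neither is independent evidence. When the keratinocyte score entered as a covariate, 0 of the 4 had an unadjusted p under 0.05, the difference (M minus NM) being -0.08 against -0.24 without it for PIK3R2 and -0.37 against -0.86 for FOS, while BRAF and MYC lost a smaller share of theirs. With age in its place 2 of the 4, BRAF and PIK3R2, had an unadjusted p under 0.05. Over the 28 further genes tested from groups that the paper describes, the largest ratio of medians was that of KRTAP7-1.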

Functional annotation enrichment analysis of the differentially expressed genes provides an insight into the biological processes associated with MCT metastasis.

#### Cell adhesion

The loss of normal cell polarity and adhesion are pivotal to tumour metastasis. 

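SCRIB encodes a scaffold protein of cell polarity, and PKP1 and DSP encode proteins of the desmosome, the junction that ties keratin filaments to the plasma membrane. SCRIB had a mean log2 expression of 2.92 ± 0.34 (SD, n = 18) in the M MCTs and 3.13 ± 0.23 (SD, n = 16) in the NM MCTs, a ratio of medians (NM over M) of 1.13 (limma, unadjusted p = 0.0462). Mean expression of PKP1 was 3.04 ± 0.83 in the M MCTs and 4.16 ± 1.32 in the NM MCTs, and that of DSP 2.62 ± 1.17 and 3.83 ± 1.74 (unadjusted p = 0.0174). CDSN was not used here, since no tested cluster carried its symbol. As a list chosen by the study on these tumours, and so not independent evidence, the 3 genes gave adjusted p = 7.07e-05 from camera with preset correlation and adjusted p = 0.0185 with an estimated correlation. All 3 passed when adjusted over the list alone and 0 over all clusters. Adjusted for the keratinocyte score, the difference (M minus NM) was -0.09 for PKP1 (p = 0.509), 0.15 for DSP (p = 0.483) and -0.16 for SCRIB (p = 0.176). Age as a covariate gave an unadjusted p of 0.0282 for PKP1, 0.0931 for DSP and 0.175 for SCRIB, so that 1 of the 3 stayed under 0.05.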

Four genes (*SCRIB*, *PKP1*, *CDSN* and *DSP*) with ‘cell adhesion’ annotation show decreased expression in M MCTs. Failure to maintain the three-dimensional organization of tissues is coincident with disruption of intercellular junctions, loss of cell adhesion and epithelial-mesenchymal transition. The scaffold protein Scribbled Planar Cell Polarity Protein (*SCRIB*) regulates cell polarity and cell proliferation. In *Drosophila*, deletion of *SCRIB* causes loss of apical-basal polarity and in concert with oncogenic *Ras* activation induces cell proliferation and metastasis [42]. Plakophilin 1 (*PKP1*), Desmoplankin (*DSP*) and corneodesmosin (*CDSN*) are components of the desmosome, intracellular junctions that link cytoskeletal intermediate filaments to the plasma membrane and mediate cell-cell adhesion. Decreased expression of *PKP1* in oral squamous cell carcinoma cells increased cell motility [43], and is associated with the metastatic phenotype of several human cancers [44]. Reduced expression of DSP in a number of human primary tumours has been associated with tumour metastasis [45]. *DSP* has also been identified as a migration suppressor in a mouse model of pancreatic cancer [46], potentially effected by inhibition of β-catenin-dependent Wnt signalling [47].

#### Canonical Wnt signalling

The role of canonical Wnt signalling in tumour metastasis is tissue-specific, and both activation and inactivation of the pathway have been associated with promoting epithelial-mesenchymal transition [48]. Herein, it is unclear whether activation or inhibition of Wnt signalling promotes MCT metastasis. Decreased expression in the M MCTs of several genes associated with canonical Wnt signalling suggests that diminution of canonical Wnt signalling promotes MCT metastasis. 

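All 5 genes of the canonical Wnt list that the paper drew up, BCL9L, MYC, PLPP3, SDC1 and SFRP4, had lower mean expression in the M MCTs at an unadjusted p under 0.05. SDC1, which encodes the cell surface proteoglycan syndecan-1, had the largest ratio of medians (NM over M), 1.88, with means of 3.34 ± 1.00 (SD, n = 18) and 4.12 ± 1.16 (SD, n = 16) on the log2 scale (limma, unadjusted p = 0.0375). All 5 passed when adjusted over the list alone and 0 over all clusters. Camera gave adjusted p = 1.15e-06 with preset correlation and adjusted p = 0.014 with an estimated correlation, from a list chosen on these tumours and so not independent evidence. A second list holds 10 tested target and feedback genes of the Wnt pathway, of which the study had picked MYC on these tumours. Of its members 3 were lower in the M MCTs at an unadjusted p under 0.05, 0 were higher and 7 did not pass, and 0 passed when adjusted over the list alone or over all clusters. They were ZNRF3, which encodes a ligase that removes Wnt receptors (-0.20, p = 0.0392), the proto-oncogene MYC, and LEF1, which encodes a transcription factor partner of β-catenin (-0.17, p = 0.0495). The median difference of the list was -0.15, with adjusted p = 0.000167 from camera with preset correlation and adjusted p = 0.0162 with an estimated correlation. Adjusted over the 29 lists that the study did not choose, the estimated correlation gave adjusted p = 0.0551 and fry adjusted p = 0.0447, and without MYC the estimated correlation gave adjusted p = 0.0834. With age as a covariate 2 of the 5 genes of the paper's list, BCL9L and SFRP4, and 2 of the 10 target genes had an unadjusted p under 0.05. In a model with the keratinocyte score 1 of the 5 genes of the paper's list and 1 of the 10 target genes had an unadjusted p under 0.05, and the target list had adjusted p = 0.0111 from camera with preset correlation and adjusted p = 0.212 with an estimated correlation.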

The transcriptional co-activator *BCL9L*, which promotes β-catenin activity and transcription of Wnt target genes, shows decreased expression in the M MCTs. 

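BCL9L, a co-activator that binds β-catenin, had a mean log2 expression of 4.03 ± 0.31 (SD, n = 18) in the M MCTs and 4.35 ± 0.33 (SD, n = 16) in the NM MCTs. The ratio of medians (NM over M) was 1.23, and the difference was about as large as the SD within a group (limma, unadjusted p = 0.00528). It did not pass the adjustment over all clusters. In a model with the keratinocyte score the difference (M minus NM) was -0.21 (p = 0.0854).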

A similarly reduced level of expression in the M MCTs is noted for the transcription factor, and proto-oncogene, *MYC*, a target of Wnt signalling. This result is conceptually consistent with the observation that *MYC* overexpression inhibits cancer cell motility and invasiveness *in vitro* [49]. 

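MYC, which encodes a transcription factor that drives cell growth, had a mean log2 expression of 2.34 ± 0.29 (SD, n = 18) in the M MCTs and 2.60 ± 0.42 (SD, n = 16) in the NM MCTs. Its ratio of medians (NM over M) was 1.17 (limma, unadjusted p = 0.0431), and the difference did not pass the adjustment over all clusters. With age as a covariate the unadjusted p was 0.0727. The difference (M minus NM) was -0.26, and with the keratinocyte score as a covariate it was -0.14 (p = 0.289).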

*SDC1*, a cell surface heparan sulphate proteoglycan, promotes canonical Wnt signalling in metastatic melanoma [50]. *SDC1* links the cytoskeleton to the extracellular matrix (ECM) and has a role in cell-cell and cell-ECM adhesion, and cell migration. *SDC1* expression varies between cancer types, but reduced expression in carcinomas is associated with enhanced cell motility and invasion [51]. 

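PLPP3 encodes a membrane phosphatase of lipid phosphates. Its mean log2 expression was 2.76 ± 0.38 (SD, n = 18) in the M MCTs and 3.04 ± 0.34 (SD, n = 16) in the NM MCTs, with a ratio of medians (NM over M) of 1.29 (limma, unadjusted p = 0.0276, not past the adjustment over all clusters). A second cluster of the same gene differed in the same direction. The difference (M minus NM) was -0.28, and -0.17 when the keratinocyte score entered as a covariate (p = 0.205). Age in the model gave an unadjusted p of 0.0824.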

*PLPP3*, a membrane glycoprotein, also shows a decreased level of expression in M MCTs. A major function of *PLPP3* is dephosphorylation of extracellular lysophosphatidic acid, a phospholipid with growth factor-like activity that stimulates tumour cell migration and invasion [52]. *PLPP3* displays reduced expression in metastasising (versus non-metastasising) sporadic colorectal cancer [53]. Conversely, *SFPR4*, a member of the secreted frizzled-related family that inhibit Wnt signalling by binding to Wnt proteins or to Frizzled receptors, displays decreased expression in M MCTs.

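SFRP4, a secreted antagonist of Wnt ligands, had a mean log2 expression of 2.56 ± 0.33 (SD, n = 18) in the M MCTs and 3.34 ± 1.22 (SD, n = 16) in the NM MCTs (limma, unadjusted p = 0.0103, not past the adjustment over all clusters). The spread was wider in the NM MCTs, where values ran from 2.18 to 6.88, and the ratio of medians (NM over M) was 1.2. Adjusted for the keratinocyte score, the difference (M minus NM) was -0.69 (p = 0.0439).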

#### Negative regulators of cell proliferation

De-regulation of cell proliferation (and a consequent high proliferation rate) is generally associated with tumour aggressiveness. Although the paradigm has been recently challenged, metastatic potential has also been associated with increased resistance/decreased sensitivity to apoptosis [54]. Negative regulators of cell proliferation are enriched amongst the genes exhibiting differential expression between M and NM MCTs. 

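Of the 9 negative regulators of cell proliferation that the paper lists, 8 had lower and 1 had higher mean expression in the M MCTs at an unadjusted p under 0.05. NF2, which encodes the tumour suppressor merlin, had a mean log2 expression of 2.06 ± 0.15 (SD, n = 18) in the M MCTs and 2.23 ± 0.17 (SD, n = 16) in the NM MCTs (limma, unadjusted p = 0.00797). STRN, which encodes the scaffold protein striatin, had means of 1.80 ± 0.19 and 1.99 ± 0.25 (p = 0.022). The mean of STRN in the M MCTs lay below the cut of the level filter (1.84), so its difference rests partly on low signal. All 9 passed when adjusted over the list alone and 0 over all clusters. Camera gave adjusted p = 1.48e-07 with preset correlation and adjusted p = 0.014 with an estimated correlation, from a list chosen on these tumours and so not independent evidence. In a model with the keratinocyte score 2 of the 9 had an unadjusted p under 0.05, and in a model with age 7 did, all but STRN (p = 0.325) and TFAP2A (p = 0.134). Genes that drive or mark the cell cycle, in a list not chosen by the study, did not differ at an unadjusted p under 0.05 in any of 17 tested members, among them MKI67, which encodes the proliferation antigen Ki-67 (0.09, p = 0.148). The median difference of that list was 0.04, with adjusted p = 0.0947 from camera with preset correlation and adjusted p = 0.501 with an estimated correlation. Of its 29 measured members only 17 passed the level filter. Several of these had mean log2 expression near the cut of that filter, such as MKI67 (1.93 in the M and 1.83 in the NM MCTs). Others, such as UBE2C (3.12 and 2.97), lay well above it. Near the cut a difference can go unseen, so the list does not decide whether proliferation differed.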

DnaJ Heat Shock Protein Family Member A3 (*DNAJA3*) is the only one of 9 genes to display increased expression in the M MCTs. 

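DNAJA3, which encodes a mitochondrial co-chaperone, had a mean log2 expression of 2.69 ± 0.23 (SD, n = 18) in the M MCTs and 2.52 ± 0.14 (SD, n = 16) in the NM MCTs. The ratio of medians (M over NM) was 1.11 (limma, unadjusted p = 0.0221, not past the adjustment over all clusters). The difference (M minus NM) was 0.17 (p = 0.038) after adjustment for the keratinocyte score.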

*DNAJA3* encodes two protein isoforms localised to the mitochondrial matrix which have opposite effects on apoptosis induced by external stimuli. The short isoform suppresses apoptosis [55], and its overexpression has been shown to promote the migration and invasion of non-small cell lung carcinoma cells *in vitro* [56]. 

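TFAP2A, a transcription factor of epidermis and neural crest, had a mean log2 expression of 1.82 ± 0.20 (SD, n = 18) in the M MCTs and 2.31 ± 0.80 (SD, n = 16) in the NM MCTs, a ratio of medians (NM over M) of 1.18 (limma, unadjusted p = 0.0148). SPRY1, an inhibitor of receptor tyrosine kinase signalling, had means of 1.79 ± 0.20 and 2.08 ± 0.49 (p = 0.0289). For the repressor ETV3 the means were 1.69 ± 0.24 and 1.90 ± 0.27 (p = 0.0201), and for the histone deacetylase HDAC4 they were 2.12 ± 0.21 and 2.28 ± 0.20 (p = 0.0344). None of the 4 passed the adjustment over all clusters. The means of TFAP2A, SPRY1 and ETV3 in the M MCTs lay below the cut of the level filter (1.84), so their differences rest partly on low signal. After adjustment for the keratinocyte score the difference (M minus NM) was -0.36 against -0.48 without it for TFAP2A (p = 0.0985), -0.10 against -0.28 for SPRY1 (p = 0.418), -0.16 against -0.21 for ETV3 (p = 0.106) and -0.15 against -0.16 for HDAC4 (p = 0.0846).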

The genes expressed at a lower level in the M MCTs include the transcription factor *TFAP2A* and transcriptional repressors *ETV3*, *HDAC4*, and *SPRY1*.

#### Bleb assembly and cell death

The migration of individual tumour cells is facilitated by the formation of bleb plasma membrane protrusions [57], which are initially devoid of the polymeric form of actin. Peripheral myelin protein 22 (*PMP22*) is an integral membrane protein known to be localised to epithelial and endothelial cell-cell junctions. *PMP22* is involved in the linkage of the actin cytoskeleton to the plasma membrane, and overexpression of *PMP22* reduces cell growth and motility [58]. Membrane blebbing is also a hallmark of apoptosis and overexpression of *PMP22* and the epithelial membrane proteins (EMP) 1 and 2 has been shown to increase cell death *in vitro* [59]. 

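PMP22, EMP1 and EMP2 encode related tetraspan membrane proteins of epithelial and other cells. Mean log2 expression of PMP22 was 4.16 ± 0.61 (SD, n = 18) in the M MCTs and 4.68 ± 0.81 (SD, n = 16) in the NM MCTs (limma, unadjusted p = 0.0338). EMP1 had means of 2.98 ± 0.69 and 3.55 ± 0.89 (p = 0.0356) and EMP2 of 2.87 ± 0.66 and 3.59 ± 1.00 (p = 0.014). The ratios of medians (NM over M) were 1.47 for PMP22, 1.84 for EMP1 and 1.55 for EMP2. With AXIN1, a scaffold of the β-catenin destruction complex (ratio 1.21, p = 0.00495), they form a list of 4 that the study chose on these tumours, so that its direction is not independent evidence. All 4 passed when adjusted over the list alone and 0 over all clusters, with adjusted p = 7.42e-06 from camera with preset correlation and adjusted p = 0.0162 with an estimated correlation. In a model with the keratinocyte score the difference (M minus NM) was -0.01 for EMP2 (p = 0.975), -0.18 for EMP1 (p = 0.499), -0.25 for PMP22 (p = 0.329) and -0.21 for AXIN1 (p = 0.0295). In a model with age 2 of the 4, EMP2 and AXIN1, had an unadjusted p under 0.05, while EMP1 (p = 0.113) and PMP22 (p = 0.0912) did not.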

*PMP22*, *EMP1* and *EMP2* had reduced levels of expression in M MCTs.

#### Stress fibre assembly

Four genes (*EVL*, *BRAF*, *ARHGEF10* and *NF2*) annotated as positive regulators of actin stress fibre assembly displayed decreased expression in the M MCTs. 

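All 4 genes of actin stress fibre assembly had lower mean expression in the M MCTs at an unadjusted p under 0.05, by small amounts. EVL, which encodes a promoter of actin polymerisation, had a mean log2 expression of 2.91 ± 0.19 (SD, n = 18) in the M MCTs and 3.07 ± 0.24 (SD, n = 16) in the NM MCTs (limma, unadjusted p = 0.0442). ARHGEF10 had means of 2.23 ± 0.25 and 2.42 ± 0.24 (p = 0.0291). The ratios of medians (NM over M) were 1.13 for EVL, 1.12 for ARHGEF10 and 1.08 for NF2. All 4 passed when adjusted over the list alone and 0 over all clusters, and the study chose the list on these tumours, so that it is not independent evidence. From camera the adjusted p was 7.42e-06 with preset correlation and 0.014 with an estimated correlation. Adjusted for the keratinocyte score, 0 of the 4 had an unadjusted p under 0.05, and adjusted for age 4 did. The difference (M minus NM) with the score was -0.126 against -0.195 without it for ARHGEF10, -0.0945 against -0.17 for NF2, -0.0402 against -0.159 for EVL and -0.152 against -0.208 for BRAF.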

Cell softening is necessary for cell invasion and this is achieved through reorganisation of the actin cytoskeletal architecture. Ena/VASP-like (*EVL*) enhances actin polymerisation and suppresses cell migration [60]. Reduced expression of *BRAF* in mouse embryonic fibroblasts was associated with a reduction in actin stress fibre content and an increase in cell migration [61]. Rho GTPase guanine nucleotide exchange (*ARHGEF10*) activates several Rho GTPases promoting actin stress fibre formation [62]. However, transient expression of ARHGEF10 *in vitro* was associated with the loss of actin stress fibres and the formation of membrane filopodia [63], which facilitate individual tumour cell migration. Neurofibromin 2 (*NF2*) is thought to encode a protein that links components of the cytoskeletion, including actin, with plasma membrane proteins. *NF2* has been shown to stop cell migration by preventing cleavage of the actin-linked transmembrane protein CD44 [64].

#### cAMP signalling

Altered cyclic nucleotide signalling is a trait of many cancers, although the effect of signalling on cell growth and survival is cancer and cell-type dependent. Five genes associated with cAMP signalling (*CALM3*, *CREBBP*, *FOS*, *BRAF*, *AFDN*) show differential expression between M and NM MCTs. 

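Of the 5 genes of cAMP signalling, CREBBP, FOS, BRAF and AFDN had lower and CALM3 had higher mean expression in the M MCTs at an unadjusted p under 0.05. CREBBP, which encodes a histone acetyltransferase that binds the transcription factor CREB, had a mean log2 expression of 2.97 ± 0.44 (SD, n = 18) in the M MCTs and 3.27 ± 0.37 (SD, n = 16) in the NM MCTs, a ratio of medians (NM over M) of 1.24 (limma, unadjusted p = 0.0398). All 5 passed when adjusted over the list alone and 0 over all clusters. Camera gave adjusted p = 0.00336 with preset correlation and adjusted p = 0.152 with an estimated correlation, from a list chosen on these tumours and so not independent evidence. After adjustment for the keratinocyte score 1 of the 5, CALM3, had an unadjusted p under 0.05. After adjustment for age 2 of the 5 did, CALM3 and BRAF, while CREBBP (p = 0.09), FOS and AFDN did not.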

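CALM3, 1 of the genes that encode the calcium sensor calmodulin, had a mean log2 expression of 3.42 ± 0.68 (SD, n = 18) in the M MCTs and 2.99 ± 0.46 (SD, n = 16) in the NM MCTs. The ratio of medians (M over NM) was 1.26 (limma, unadjusted p = 0.0374, not past the adjustment over all clusters). Adding the keratinocyte score as a covariate gave a difference (M minus NM) of 0.57 (p = 0.0128).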

Up-regulated in the M MCTs is *CALM3*, an enzymatic co-factor involved in the regulation of adenyl cyclase (AC) through calcium signalling. Although AC generates cAMP from ATP, its intracellular level is also dependent upon phosphodiesterases. *CREBBP* binding enhances the transcription factor activity of the cAMP-response element binding protein (CREB) once it is phosphorylated by cAMP-activated protein kinase A. *CREB* mediates transcription of *FOS* and *JUN*, and homodimers of each, or heterodimers of both, form the AP-1 transcription factor complex, which regulates the expression of genes involved in proliferation, apoptosis and cell migration [65]. *EPAC*, an exchange protein activated by cAMP, activates the GTPase Ras-associated protein 1, which in turn activates *BRAF* and the adherens junction formation factor (*AFDN*). *AFDN* links nectins (transmembrane cell adhesion molecules) at cell-cell junctions to the actin cytoskeleton. The decrease in the expression of both *JUNB* and *FOS* observed in the M MCTs is consistent with the decreased expression of *CREBBP*, and may suppress diminution of proliferation because *JUNB* is typically a negative regulator of cell proliferation [66]. 

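FOS and JUNB encode subunits of the AP-1 transcription factor and belong to the immediate early genes, which respond within minutes to growth factors and stress. Mean log2 expression of FOS was 4.4 ± 1.08 (SD, n = 18) in the M MCTs and 5.26 ± 1.01 (SD, n = 16) in the NM MCTs, a ratio of medians (NM over M) of 1.57 (limma, unadjusted p = 0.0185). JUNB had means of 4.96 ± 1.29 and 5.86 ± 1.10 (p = 0.0313). Of the 19 immediate early genes tested, 9 were lower in the M MCTs at an unadjusted p under 0.05, 0 were higher and 10 did not pass, while 6 passed when adjusted over the list alone and 0 over all clusters. The smallest p-values belonged to the transcription factor KLF4 (M minus NM -0.54, p = 0.00745), EGR3 (-0.39, p = 0.00949), the nuclear receptor NR4A1 (-0.39, p = 0.00949) and FOSB (-0.56, p = 0.00959). The median difference of the list was -0.39, with adjusted p = 8.48e-14 from camera with preset correlation and adjusted p = 0.0215 with an estimated correlation. Adjusted over the 29 lists that the study did not choose, the estimated correlation gave adjusted p = 0.0551, above the threshold. The study picked 4 of the 19 members, EGR1, FOS, JUNB and MYC, on these tumours, and the other 15 gave adjusted p = 2.78e-10 with preset and adjusted p = 0.0684 with an estimated correlation. With age as a covariate 7 of the 19 had an unadjusted p under 0.05, neither FOS (p = 0.0737) nor JUNB (p = 0.089) among them. The list then had adjusted p = 2.86e-10 from camera with preset correlation. The preset was 0.01, whereas the correlation estimated without age was 0.378. Age together with an estimated correlation was not tested, so this p does not settle whether the list differs apart from age. After adjustment for the keratinocyte score 2 of the 19 had an unadjusted p under 0.05, and the list had adjusted p = 0.000103 from camera with preset correlation and adjusted p = 0.392 with an estimated correlation.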

Down-regulation of *JUNB* in tumour metastases (relative to primary tumours) is common to many human cancers [17]. Reduced M MCT expression of *BRAF* and *AFDN* disrupts cell-cell adhesion favouring cell migration.

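BRAF, a kinase of the mitogen-activated protein kinase cascade, had a mean log2 expression of 1.68 ± 0.17 (SD, n = 18) in the M MCTs and 1.88 ± 0.24 (SD, n = 16) in the NM MCTs, a ratio of medians (NM over M) of 1.13 (limma, unadjusted p = 0.0077). AFDN, which encodes the adherens junction protein afadin, had means of 2.34 ± 0.33 and 2.64 ± 0.34 and a ratio of 1.25 (p = 0.0148). Neither passed the adjustment over all clusters. The mean of BRAF lay below the cut of the level filter (1.84) in the M MCTs and just above it in the NM MCTs. Its difference therefore rests on low signal. After adjustment for the keratinocyte score the difference (M minus NM) was -0.15 against -0.21 without it for BRAF (p = 0.069) and -0.09 against -0.29 for AFDN (p = 0.418). After adjustment for age the unadjusted p was 0.00996 for BRAF and 0.0987 for AFDN.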

#### Genes displaying two-fold or greater differences in expression between M and NM MCTs

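Lists of genes of the epidermis and its appendages were lower in the M MCTs with camera at preset correlation, while with an estimated correlation the basal and hair follicle lists did not pass. Of 21 genes of suprabasal and cornified keratinocytes, 16 were lower in the M MCTs at an unadjusted p under 0.05, 0 were higher and 5 did not pass, with a median difference (M minus NM) of -0.50. They included the lipoxygenase gene of the skin barrier ALOX12B (-0.27, p = 0.0046), the filaggrin-processing protease ASPRV1 (-0.44, p = 0.00548), LY6D (-0.90, p = 0.00711) and the desmosomal cadherin DSC1 (-0.99, p = 0.0113). Of 15 genes of desmosomes and epithelial junctions, 9 were lower, 0 higher and 6 did not pass, with a median of -0.42, among them TRIM29 (-0.82, p = 0.00756), PKP3 (-0.31, p = 0.0088) and DSC3 (-0.72, p = 0.0109). Of 9 genes of basal keratinocytes, 5 were lower and 4 did not pass, with a median of -0.26, among them the hemidesmosome genes ITGB4 (-0.43, p = 0.0118) and COL17A1 (-0.26, p = 0.0171). Of 26 genes of the hair follicle, 10 were lower and 16 did not pass, with a median of -0.35, among them the inner root sheath keratin KRT71 (-0.51, p = 0.0124). With age as a covariate, 2 suprabasal, 3 junction, 3 basal and 9 hair follicle genes had an unadjusted p under 0.05. The 4 lists, in the order suprabasal, junction, basal and hair follicle, then had adjusted p = 3.95e-09, 1.16e-05, 0.000733 and 4.65e-10 from camera with preset correlation. The preset was 0.01, whereas the correlations estimated without age were 0.576, 0.66, 0.419 and 0.505. Age together with an estimated correlation was not tested, so these p-values do not settle whether the lists differ apart from age. Adjusted over the list alone, 15 suprabasal, 8 junction, 4 basal and 0 hair follicle genes passed, and 0 passed over all clusters. Camera with preset correlation gave adjusted p = 5.17e-19, 1.55e-13, 7.42e-06 and 2.16e-12 for the 4 lists in this order. The lists lost much of this when the correlation between their genes was estimated, with adjusted p = 0.0269 for suprabasal, adjusted p = 0.0432 for junction, adjusted p = 0.0616 for basal and adjusted p = 0.0843 for hair follicle genes. Adjusted over the 29 lists that the study did not choose, none of the 4 passed with an estimated correlation (adjusted p = 0.0551, 0.0749, 0.0982 and 0.125). Without the members that the study had picked on these tumours, 17, 11, 7 and 22 genes were left, with adjusted p = 2.8e-15, 5.18e-09, 0.00127 and 1.08e-08 with preset and adjusted p = 0.0684, 0.0886, 0.154 and 0.154 with an estimated correlation. With the keratinocyte score as a covariate no list kept an adjusted p under 0.05 with preset correlation (0.653, 0.232, 0.576 and 0.13). The score shares members with the suprabasal, junction and basal lists, though none with the hair follicle list.

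**Figure D2:**
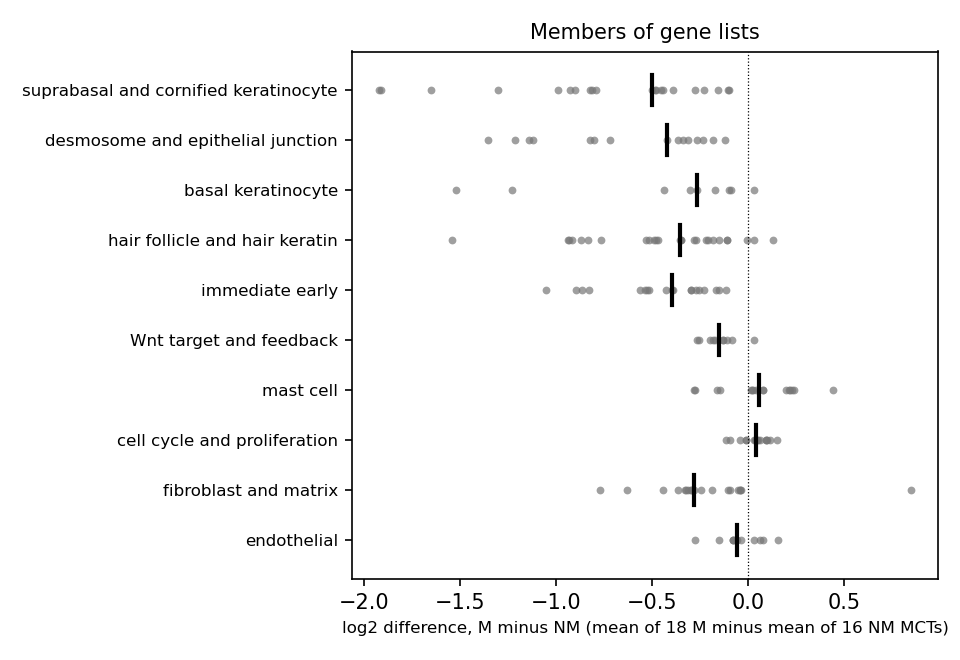
Difference in mean log2 expression, 18 M minus 16 NM MCTs (x axis), for the tested members of 10 gene lists (y axis). Each point is a gene and each vertical bar the median of its list. All 21 suprabasal, 15 junction and 19 immediate early genes lie below 0, against 4 of 16 mast cell genes and 5 of 17 cell cycle genes. Below 0 also lie 9 of 10 Wnt target genes and 18 of 19 fibroblast and matrix genes. The fibroblast list had adjusted p = 0.77 from camera with an estimated correlation, so a 1-sided list is not by itself evidence of a difference.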

Seven of the 18 genes which show ≥two-fold decreased expression in the metastasising MCTs are keratin genes, or keratin/keratinocyte-associated genes. Keratins are intermediate filaments that form part of the cytoskeleton, and are largely associated with maintaining the mechanical stability and integrity of epithelial cells [67]. Skin epidermal tissue was estimated to constitute 2–3% of the longitudinal MCT biopsy cross-sections from which RNA was isolated for gene expression analysis, and there was no apparent gross difference between the epidermal tissue content of M and NM primary MCT biopsies. However, it is unclear whether differential expression of genes encoding keratin intermediate filaments and epithelial cell-associated desmosomal proteins (*DSP*, *PKP1*) reflects differences in epithelial cell (keratinocyte) and/or mast cell gene expression.

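The keratinocyte genes varied together from tumour to tumour within each group. The mean log2 expression of the 11 keratinocyte genes among the 16 identified was 3.03 ± 1.3 (SD, n = 18) in the M MCTs and 4.47 ± 1.86 (SD, n = 16) in the NM MCTs (two-sided permutation test, p = 0.014). It followed the keratinocyte score, which holds none of these genes, in the M MCTs (Pearson's r = 0.924, permutation p = 2e-05, Spearman's rho = 0.732, permutation p = 0.00071) and in the NM MCTs (r = 0.941, permutation p = 1e-05, rho = 0.918, permutation p = 1e-05, the smallest the permutations can give). Without the 2 tumours farthest from the median score, r was 0.83 in the M MCTs and 0.945 in the NM MCTs. Both adjusted p-values were 6e-05 over the 6 correlations computed. As a list the 24 genes of the score had 17 members lower in the M MCTs at an unadjusted p under 0.05, 0 higher and 7 not past it, with a median difference of -0.40. Adjusted over the list alone 13 passed and 0 over all clusters. Camera gave adjusted p = 7.8e-20 with preset correlation, adjusted p = 0.0269 with an estimated correlation and adjusted p = 0.0551 with an estimated correlation over the 29 lists that the study did not choose. Of 16 tested mast cell genes, 1 was lower in the M MCTs at an unadjusted p under 0.05, MITF, which encodes a transcription factor of mast cells and melanocytes (-0.28, p = 0.0305), 0 were higher and 15 did not pass, with adjusted p = 0.357 from camera with preset correlation.

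**Figure D3:**
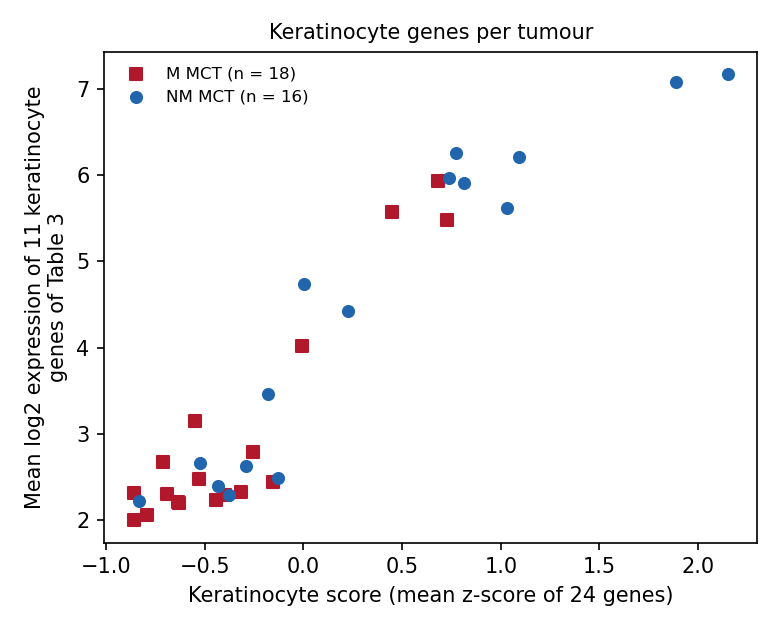
Mean log2 expression of 11 keratinocyte genes of Table 3 (y axis) against the keratinocyte score, the mean z-score of 24 other genes (x axis), for 18 M MCTs (red squares) and 16 NM MCTs (blue circles). Both measures rise together in either group, and the keratinocyte genes average between 2.00 and 5.94 in the M MCTs and between 2.23 and 7.18 in the NM MCTs.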

Keratins are not detected in canine MCTs by anti-pan cytokeratin immunohistochemistry, which screens for a number of keratins common to many epithelial tissues. However, keratin gene expression is tissue-, differentiation state and functional status-specific [67], and keratin genes have been shown to be expressed in haematopoetic cells [68], as has *DSP* [69].

In epithelial tumours the down-regulation of specific keratins is believe to alter the cytoskeleton architecture causing increased cellular elasticity and deformability such that cells are better able to permeate through the stroma and migrate away from the primary tumour [70]. It is possible that down-regulation of specific keratin genes in neoplastic mast cells has a similar effect to that deduced for epithelial tumour cells. The altered expression of 8 skin epithelial cell-associated genes (*KRT1*, *KRT5*, *KRT15*, *KRTDAP*, *DSP*, *PKP1*, *PERP* and *SBSN*) that displayed >two-fold decreased expression in the M MCTs have previously been associated with the metastasis of a non-epithelial tumour as they were expressed at lower levels in human metastatic cutaneous melanomas than in primary tumours [71]. Down-regulation of *KRT15* in tumour metastases (relative to primary tumours) is also common to many solid human cancers [17].

If keratin and desmosomal protein-encoding genes are not expressed in neoplastic canine mast cells, a possibly unlikely alternative proposition is that cytoskeletal reorganisation and reduced adhesiveness of adjacent keratinocytes (potentially neoplastic mast cell-directed) assists neoplastic mast cell cells to escape from the primary tumour. *KRT5* and *KRT15* are found in keratinocytes occupying the basal layer of the epidermis [67], and their reduced expression in the M MCTs may indicate a loss of basal epithelial cells and/or invasion of the basal layer as an early step in the metastatic cascade. There is increasing appreciation of the role of the tumour tissue microenvironment in facilitating various stages of the metastatic cascade, and evidence that the cells in a primary tumour exploit interactions with surrounding non-malignant cells and the ECM to enable inappropriate growth, local invasion and metastatic dissemination [72]. As a potential precedent, interaction between keratinocytes and cutaneous melanoma cells has been shown to be required for vertical invasion of melanoma cells into the dermis [73].

PERP (TP53 Apoptosis Effector) is a transmembrane 4 desmosomal protein that is involved in maintaining epithelial cell integrity by promoting desmosomal-mediated cell adhesion, but its transcription is also activated by p53 to effect apoptosis [74]. PERP expression is reduced in human primary uveal melanomas that metastasise [75], and PERP has been shown to be down-regulated in murine bone marrow-derived mast cells overexpressing microRNA miR-9, which displays increased expression in ‘biologically high grade MCTs’ [76]. Over-expression of miR-9 enhanced the invasion of mouse malignant mast cell cells *in vitro* [76].

SBSN (suprabasin) is located in epithelial suprabasal layers and is involved in epidermal differentiation. Both up-regulation [77] and down-regulation [71] of its expression have been associated with tumour metastasis.

SFN (Stratifin or 14-3-3 Sigma) is primarily recognised as a cell cycle check point protein which mediates cycle arrest following DNA damage. However, the identification of SFN-interacting proteins suggests a possible role for SFN in the regulation of cell adhesion, polarity and migration [78]. SFN is frequently silenced by hypermethylation in human cancers, and its decreased expression has been associated with the metastasis of several human cancers [71, 79].

PSORS1C2 (also known as SPR1) is a component of the cross-linked envelope formed on the intracellular side of the cell membrane of terminally differentiated squamous epithelial cells. Reduced PSORS1C2 expression disrupts terminal differentiation and is associated with malignant transformation [80].

CLEC3B encodes a C-type lectin (tetranectin) which is located in the ECM and binds to plasminogen in the presence of plasminogen activators to generate an active protease (plasmin). Plasmin participates in ECM and basement membrane degradation/remodelling, processes key to invasion and metastasis. A reduced serum/plasma CLEC3B level is a biomarker for the metastasis of several human cancers [81].

The role of the transcription factor EGR1 in tumour development and progression is dependent upon the sum of the functions of the genes that it regulates, but it has been shown to up-regulate multiple tumour suppressor genes to inhibit cell growth, proliferation and metastasis [82]. In certain tumour types EGR1 represses transcription of heparanase, which degrades heparan sulphate proteoglycan chains present in the ECM and basement membranes allowing tumour cells to spread and inducing the release of pro-angiogenic chemokines and growth factors [83]. Increased expression of EGR1 in human non-small cell lung carcinomas is associated with up-regulation of KRT18 and reduced lymph node metastasis [84].

CD9 (motility-related protein-1), a member of the transmembrane 4 (tetraspanin) superfamily of cell surface proteins, interacts with intergrin cell adhesion molecules, signalling proteins, and immunoglobulin superfamily members promoting adherence to the ECM and suppressing motility [85]. Decreased expression of CD9 in several human tumours is associated with increased metastatic potential [86]. Canine mast cell tumours are often considered to be an analogue of human gastrointestinal stromal tumours (GISTs) because activating mutations in *c-kit* occur in both. CD9 expression is recognised as a prognostic marker for gastric GIST [87].

The only gene to show >two-fold increased expression in the MCTs was the non-coding small nucleolar RNA C/D box 93 (SNORD93). Small nucleolar RNAs (snoRNAs) guide sequence-specific post-transcriptional modification of rRNAs and small nuclear RNAs. However, a large proportion of snoRNAs are processed into smaller small nucleolar RNA-derived RNAs (sdRNAs), and a number of C/D box-derived sdRNAs have been shown to suppress gene expression in a manner analogous to microRNAs [88]. SNORD93 has been shown to display increased expression in a metastatic breast cancer cell line [89], and a sdRNA derived from SNORD93 was shown to promote human breast cancer cell invasiveness [90]. 

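MIR632, the stem-loop precursor of miR-632, had a mean log2 expression of 5.72 ± 1.21 (SD, n = 18) in the M MCTs and 4.63 ± 1.35 (SD, n = 16) in the NM MCTs. The ratio of medians (M over NM) was 1.59 and the difference of means 1.09 on the log2 scale (limma, unadjusted p = 0.0149, not past the adjustment over all clusters). With the keratinocyte score as a covariate the difference was 1.43 (p = 0.00441). DNAJB6, which encodes a heat shock co-chaperone, had means of 2.44 ± 0.51 in the M MCTs and 2.19 ± 0.37 in the NM MCTs (p = 0.0996, and p = 0.00457 with the score as a covariate). Over 92 tested microRNA precursors, 3 were lower and 1, MIR632, was higher in the M MCTs at an unadjusted p under 0.05, and 88 did not pass. The 3 were MIR27A (-0.49, p = 0.00369) and MIR23A, which lie in 1 cluster of precursors, and MIR143 (-0.29, p = 0.0221), and 0 of the 92 passed when adjusted over the list alone. The list gave adjusted p = 0.589 from camera with preset correlation.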

A second epigenetic regulator of tumour metastasis, stem-loop pre-microRNA cfa-mir-632, displays increased expression in the M MCTs (M/NM = 1.83). MiR-632 is expressed at high levels in invasive and metastatic human breast cancer cells, and has been shown to down-regulate expression of the heat shock protein DNAJB6 resulting in increased invasive capabilities [91]. MicroRNA-effected gene silencing has been shown to be pivotal in regulating cell adhesion [92].

### Differentially expressed genes as targets for anti-metastasis therapeutics

Genes whose altered expression in M MCTs is pro-metastatic may constitute targets for anti-MCT metastasis therapeutics. By way of example, CD9 was the focus of a proof-of-principle study to assess the efficacy of a gene therapy approach to counter lung cancer metastasis. Adenoviral transduction of CD9 in an orthotopic lung cancer model was shown to significantly inhibit lymph node metastasis [93]. Particularly pertinent, is a potential new paradigm in anti-metastatics development that targets actin polymerisation and contractility [94], elements that are integral to both single cell and collective invasion modes of tumour cell migration [57]. Repeated reorganisation of the actin cytoskeleton and the formation of actin-based protrusions are integral to tumour cell migration strategies. In this context, the demonstration herein of the relevance of the altered expression of genes involved in the regulation of actin stress fibre assembly (*EVL*, *BRAF*, *ARHGEF10* and *NF2*), and the linkage of the actin cytoskeleton to the plasma membrane (*PMP22*) and to nectin cell adhesion molecules at cell-cell junctions (*AFDN*), respectively, to MCT metastasis is significant. If metastasis-promoting down-regulation of gene expression in M MCTs is achieved at least in part though sdRNA/microRNA-effected suppression (as the data obtained in this study suggests), microRNA inhibitors represent a potential therapeutic option [95].

### Metastasis-associated gene expression for potential classification of MCTs as metastasising or non-metastasising

The 19 genes that display >two-fold differences in expression between M and NM MCTs collectively represent a cross-breed metastasis-associated gene expression signature that could potentially be used to delineate M and NM MCTs through linear discriminant analysis. Preliminary evaluation, by cross-validation, estimated classification accuracies as 90–100% for M MCTs and 70–100% for NM MCTs. The differential expression of 9 of the 19 genes, including 2 whose identities are currently unconfirmed, was validated by RT-qPCR analysis. If the performance of the discriminator at delineating M from NM MCTs is subsequently validated through trial in further retrospective and prospective studies it would represent a uniquely objective and quantitative tool for predicting canine cutaneous MCT metastasis.

Where they are used, proliferation markers are typically deployed in combination with histological grading to predict the survival of dogs with mast cell tumour. Applying a cut-off score of 1.8, Ki-67 score is a significant predictor of survival of dogs with Patnaik grade II MCTs [11]. However, the effect of inter-operator variability in digital image capture and cell counting is unclear, and ‘poor survival’ may not be associated with metastatic disease.

A previous study sought to identify gene expression markers that are predictive of canine cutaneous MCT behaviour [23]. Gene expression in 13 Kiupel low grade tumours was compared with that in 5 Kiupel high grade tumours. Nearest shrunken centroid classification identified 13 genes that were capable of segregating MCTs into ‘differentiated’ and ‘undifferentiated’ MCT groups, although tumours from dogs that experienced MCT-related death were included in each group. In a subsequent study [96], the gene expression profiles of 40 ‘non-aggressive’ MCTs were compared with those of 7 ‘aggressive’ MCTs. However, aggressive MCTs were not selected due to evidence of distant and/or lymph node metastasis, but based on their histology, and because they were borne by dogs that received systemic treatment and survived for a certain unspecified period of time.

Unbalanced chromosomal abnormalities represent one of the mechanisms by which metastasis-associated changes in gene expression may be effected. Chromosomal grouping (on CFA1 and CFA31, respectively) of genes displaying decreased expression in the M MCTs may be indicative of focal deletions in the M MCTs and/or co-ordinated regulation of transcription. The potential for prognostically-relevant molecular classification of canine MCTs based upon copy number aberrations (CNAs) in MCTs has recently been investigated [97, 98]. CNAs were more frequent in tumours from 6 dogs that died within 6 months of diagnosis (although only 4 of the dogs had confirmed metastasis at diagnosis), and specific gene losses (*PTEN* and *FAS*; CFA26) and gains (*MAPK3*, *WNT5B*, *FGF*, *FOXM1* and *RAD51*; CFA27) were associated with a shorter survival time [97]. One of two genes on CFA26 that showed decreased expression in the M MCTs in the present study is located in a ≥1.2Mb CFA26 fragment affected by loss in ~50% of the MCTs from dogs that died within 6 months of diagnosis [97]. A second CNA profiling study identified 4 CNAs that predicted ‘high risk MCTs’ with a sensitivity of 78–94% and specificity of 88–93% [98]. Loss of one copy of CFA5 was reported in ~50% of the ‘high risk MCTs’ [98], and in the present study 15 of 16 differentially expressed genes located on CFA5 show decreased expression in the metastasising MCTs. High risk MCTs were defined as those designated as a Kiupel high grade tumour [8] and/or containing an ITD in *c-kit* exon 11 [98]. However, since neither the binary grading system nor the presence of an ITD in *c-kit* exon predicts cutaneous MCT metastasis, the prognostic utility of the proposed 4 CNA-based classification is uncertain.

### Limitations

This study featured FFPE biopsies of canine cutaneous MCTs that were surgically removed at first opinion veterinary practices from dogs that were subsequently referred to a specialist veterinary oncology centre. FFPE MCT biopsies were used because it is difficult to collect (in a referral setting) sufficient numbers of fresh (flash frozen or RNAlater-preserved) biopsies, whilst in a primary setting it is more difficult to collate definitive evidence of MCT tumour metastasis. However, global GEP of FFPE tissues using Affymetrix microarrays has been shown to yield biologically authentic and clinically-relevant data [99]. Further retrospective and prospective studies using new, larger cohorts of M and NM MCTs, optimally collected as fresh specimens, will be necessary to validate the capability of the 19-gene LDA classifier at predicting whether a canine cutaneous MCT is a metastasising or non-metastasising tumour. *In vitro* experimental investigations will ultimately be required to demonstrate if the effects (e.g. on cell adhesion, deformability and motility) on neoplastic canine mast cells of the differences in gene expression (between M and NM MCTs) observed in the current study are as is predicted based on what is known about the function(s) of the genes concerned and (in some cases) data from previous *in vitro* studies.

### Conclusions

Changes in gene expression that mediate metastasis may be temporal, effected by similarly temporal epigenetic regulation, and/or may reflect somatic alterations that become advantageous or are newly acquired in migrating tumour cells. The differences in gene expression displayed by the primary cutaneous mast cell tumours that metastasised (relative to those that did not) appear to reflect the requirements of the initial ‘invasion phase’ of the metastatic cascade. Cell migration is facilitated by loss of cell polarity, reduced cell-cell and cell-ECM adhesion, and cell softening achieved through cytoskeletal reorganisation and disruption of cytoskeleton-plasma membrane links. De-regulation of cell proliferation, and suppression of cell cycle arrest and apoptosis, support invasion, whilst a pro-angiogenic reduction in EGR1 expression promotes intravasation. Some of the genes whose altered expression mediates canine cutaneous MCT metastasis may be potential targets for anti-MCT metastasis therapeutics. This will depend upon the mechanism by which gene expression is altered, and the specificity of the biological function(s) of the genes concerned. Measurement of the expression levels of the 19 genes that display greater than two-fold differences in expression between M and NM primary MCTs may have the potential to form the basis of a test that will predict with a high degree of certainty whether a cutaneous MCT will metastasise. If the performance of the metastasis gene expression signature-associated LDA classifier is validated on an independent MCT cohort it would represent the only test for canine cutaneous MCT metastasis and, as a single assay, an improvement on currently available prognostic indicators for canine cutaneous MCTs.

## Supporting information

S1 File Supporting information.

S1 Fig Unsupervised hierarchical clustering of 34 MCTs on the basis of the expression values of the 20% of Transcript clusters (1,041) with the highest variance in expression signal. (A) MCTs labelled according to breed: B—Boxer; CB—Cross breed, CCR—Curly Coated Retriever, D—Dogue de Bordeaux, ETT—English Toy Terrier, GS- German Shepherd, HV—Hungarian Vizsla, LR—Labrador Retriever, MS—Miniature Schnauzer, SBT—Staffordshire Bull Terrier, W—Whippet. (B) MCTs labelled according to sex: Fe—Female, FeN—Neutered female, Ma—Male, MaN—Neutered male. (C) MCTs labelled according to age: Numbers indicate age in years.
(PDF)

S1 Table Reagents used in quantitative PCR assays. (A) RNA integrity assay. (B) Assay for reverse transcription and/or PCR inhibitors. (C) RT-qPCR assays for quantitation of gene expression (optimal probe and primer concentrations, established experimentally, are listed).
(PDF)

S2 Table Assay for reverse transcription and PCR inhibitors in MCT RNAs. (A) Metastasising MCTs. (B) Non-metastasising MCTs.
(PDF)

S3 Table Primary cutaneous mast cell tumour RNAs used for gene expression profiling. (A) Metastasising MCTs. (B) Non-metastasising MCTs.
(PDF)

S4 Table RNA sample quality metrics for identification of ‘outlier’ arrays.

S5 Table Chromosomal locations of 216 genes that are differentially expressed (permutation-testing-adjusted p value <0.05) between M and NM MCTs. (A) Proportion of genes expressed in MCTs that are located on each chromosome. (B) Positions of differentially expressed genes on chromosome 31.
(PDF)

# Supplementary material for: Identification of molecular genetic contributants to canine cutaneous mast cell tumour metastasis by global gene expression analysis
**Source:** PLoS One. 2018 Dec 19;13(12):e0208026. doi: 10.1371/journal.pone.0208026
**Supplement:** S1 Fig — (A) MCTs labelled according to breed: B—Boxer; CB—Cross breed, CCR—Curly Coated Retriever, D—Dogue de Bordeaux, ETT—English Toy Terrier, GS- German Shepherd, HV—Hungarian Vizsla, LR—Labrador Retriever, MS—Miniature Schnauzer, SBT—Staffordshire Bull Terrier, W—Whippet. (B) MCTs labelled according to sex: Fe—Female, FeN—Neutered female, Ma—Male, MaN—Neutered male. (C) MCTs labelled according to age: Numbers indicate age in years.

Figure S1. Unsupervised hierarchical clustering of 34 MCTs on the basis of the expression values of the 20% of Transcript clusters (1,041) with the highest variance in expression signal

A. MCTs labelled according to breed.

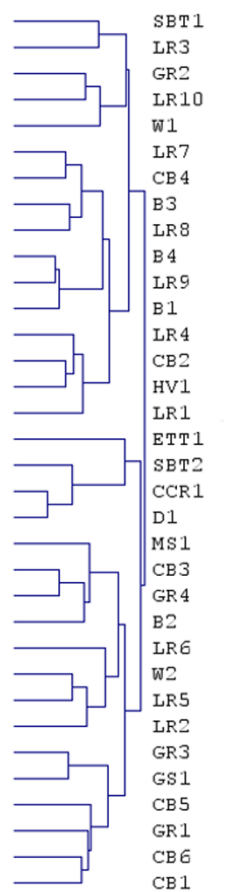

B - Boxer; CB - Cross breed, CCR - Curly Coated Retriever, D - Dogue de Bordeaux, ETT - English Toy Terrier, GS- German Shepherd, HV - Hungarian Vizsla, LR - Labrador Retriever, MS - Miniature Schnauzer, SBT - Staffordshire Bull Terrier, W - Whippet.

B. MCTs labelled according to sex.

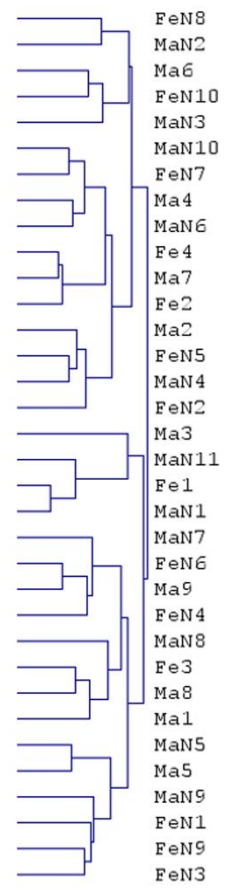

Fe - Female, FeN - Neutered female, Ma - Male, MaN - Neutered male.

C. MCTs labelled according to age.

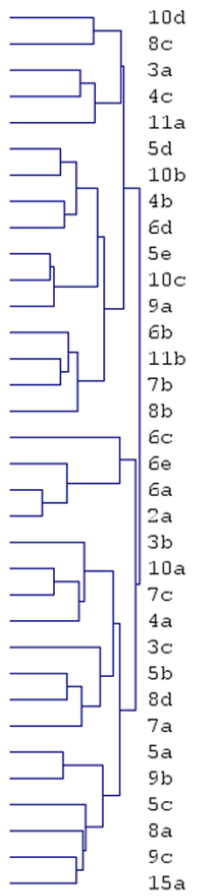

Numbers indicate age in years.

# Supplementary material for: Identification of molecular genetic contributants to canine cutaneous mast cell tumour metastasis by global gene expression analysis
**Source:** PLoS One. 2018 Dec 19;13(12):e0208026. doi: 10.1371/journal.pone.0208026
**Supplement:** S2 Table — (A) Metastasising MCTs. (B) Non-metastasising MCTs.

S2 Table. Assay for reverse transcription and PCR inhibitors in MCT RNAs.

SPUD amplicon alone Cq = 25.36 ± 0.003

A. Metastasising MCTs.

Dog ID.	Mean Cq	Cq SD	Cq - SPUD Amplicon Cq
B1	25.71	0.02	0.35
CB1	25.69	0.01	0.33
CB4	25.84	0.12	0.48
CB6	25.76	0.03	0.40
CCR1	25.75	0.05	0.39
D1	25.77	0.00	0.41
GR1	25.81	0.01	0.45
GS1	25.68	0.04	0.32
HV1	25.75	0.03	0.39
LR1	25.71	0.04	0.35
LR10	25.69	0.06	0.33
LR2	25.75	0.00	0.39
LR3	25.74	0.06	0.38
LR5	25.75	0.04	0.39
LR8	25.67	0.02	0.31
LR9	25.83	0.05	0.47
SBT1	25.75	0.02	0.39
W1	25.68	0.07	0.32

Mean and standard deviation	25.74 ± 0.05
Median	25.75
Interquartile range	0.06

0.38 ± 0.05
0.39

B. Non-metastasising MCTs.

Dog ID.	Mean Cq	Cq SD	Cq - SPUD Amplicon Cq
B2	25.88	0.06	0.52
B3	25.76	0.04	0.40
B4	25.68	0.03	0.32
CB2	25.80	0.04	0.44
CB3	25.87	0.04	0.51
CB5	25.70	0.02	0.34
ETT1	25.80	0.06	0.44
GR2	25.74	0.00	0.38
GR3	25.83	0.11	0.47
GR4	25.55	0.00	0.19
LR4	25.79	0.11	0.43
LR6	25.04	0.89	-0.32
LR7	25.80	0.09	0.44
MS1	25.77	0.03	0.41
SBT2	25.81	0.05	0.45
W2	25.74	0.07	0.38

Mean and standard deviation	25.72 ± 0.19
Median	25.78
Interquartile range	0.07

0.36 ± 0.19
0.42

# Supplementary material for: Identification of molecular genetic contributants to canine cutaneous mast cell tumour metastasis by global gene expression analysis
**Source:** PLoS One. 2018 Dec 19;13(12):e0208026. doi: 10.1371/journal.pone.0208026
**Supplement:** S5 Table — (A) Proportion of genes expressed in MCTs that are located on each chromosome. (B) Positions of differentially expressed genes on chromosome 31.

S2 Table. Chromosomal locations of 216 genes that are differentially expressed
(permutation-testing-adjusted p value <0.05) **between M and NM MCTs.**

A. Proportion of genes expressed in MCTs that are located on each chromosome.

Chromosome	Total No. of Genes expressed in MCTs	No. of Differentially Expressed Genes	p-value ^a
1	304	18	0.146
2	203	10	0.594
3	126	4	0.820
4	159	4	0.417
5	223	16	0.072
6	233	11	0.738
7	200	9	0.857
8	159	6	1.000
9	311	20	0.062
10	201	8	1.000
11	139	4	0.664
12	158	3	0.218
13	98	2	0.440
14	105	10	0.026
15	153	2	0.094
16	105	4	1.000
17	151	11	0.099
18	169	9	0.440
19	56	2	1.000
20	249	6	0.192
21	92	4	0.796
22	55	1	0.728
23	89	4	0.790
24	148	6	1.000
25	117	4	1.000
26	119	3	0.489
27	119	7	0.357
28	108	2	0.327
29	56	2	1.000
30	109	2	0.328
31	52	6	0.029
32	55	1	0.728
33	63	1	0.521
34	60	1	0.518
35	46	4	0.413
36	46	1	1.000
37	72	2	0.770
38	59	3	0.740
X	166	3	0.163

Genes represented by 29 of the Transcript clusters that are expressed in the MCTs (at least 1 exon probe set was 'present' in at least 30% of the tumours in the NM and/or M MCT cohort) are located in the mitochondrial genome. Genes represented by 44 of the Transcript clusters that are expressed in the MCTs and 2 of the Transcript clusters that are differentially expressed have not been assigned to a chromosome.

^aThe p-value (two-tailed) is the statistical significance of the association between chromosomal assignment and differential expression status as determined by the Fisher's exact test.

B. Positions of differentially expressed genes on chromosome 31.

**Gene description**	**Gene start (bp)**	**Gene end (bp)**	**Fold change^c (NM/M)**
Keratin associated protein 8-1	25810799	25810990	1.59
Keratin associated protein 7-1	25830479	25830742	1.91
Keratin associated protein 11-1	25880031	25880492	1.65
ENSCAFG00000028769 ^a	29098326	29107773	0.86
Bromodomain and WD repeat domain containing 1	34121818	34240553	1.05
14385288 ^b	40746035	40804628	2.04

^aNovel Ensembl protein coding gene.

^bTranscript cluster with no gene annotation. The base co-ordinates of the start and end of the Transcript cluster are detailed.

^cRatio of median gene-level expression values.

How the deposited data were processed for this re-analysis (not part of the article)

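RNA from FFPE biopsies of 34 primary canine cutaneous MCTs, 18 M and 16 NM, each from a different dog, was measured on Affymetrix canine gene arrays. Group, breed, sex and age of each tumour were taken from the sample labels and from Tables 1 and 2, matched by dog. The deposited values are on the log2 scale: the authors left out outlier arrays, then background-corrected, normalised and summarised the other arrays to 1 value per Transcript cluster by Robust Multichip Analysis, in Affymetrix Expression Console 1.3 per the submitters' processing notes. These steps were kept as deposited. Detection values of exon probe sets, on which the study filtered its clusters, were not used here. The study's restriction to main clusters with a unique hybridisation target was not applied either. The precision is limited by the number of arrays, and no array batch is given in the sources used here. The correlation between 2 arrays ran from 0.56 to 0.944, and no 2 arrays were identical. In the table, 2686 Transcript clusters share all their values with another cluster, 1528 of them among those tested, so counts of clusters are not counts of independent genes.

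Clusters above the median of all values, 1.84, in at least 30% of the M and/or NM MCTs were tested, 19246 in all, of which 10691 have 1 gene symbol and 8352 have none. A cluster could therefore enter with a mean below this cut in a group, as BRAF did in the M MCTs. Differences of such clusters rest partly on low signal. The comparison of M with NM MCTs used limma 3.58.1 in R 4.3.3 with Benjamini-Hochberg adjustment. Table 3 notes its fold as the ratio of median expression values, and here the ratio was taken as 2 to the power of the difference between median log2 values. Genes named in the text are, first, those that the paper names as changed, whose values in its tables had been seen. Next come, among clusters with 1 symbol and a mean difference of at least 0.5 on the log2 scale, the 10 with the smallest p in each direction, and for each gene list described up to 4 members with the smallest p. A gene with several clusters is represented by the one with the highest mean. Single comparisons of 1 value between the groups used two-sided permutation tests with 100000 resamples. On simulated data with the spread of these arrays, limma recovered 56.7% of clusters changed by 0.5 on the log2 scale, 86.6% of those changed by 1 and 98.5% of those changed by 2, with 8 false among 169 calls. The simulated clusters varied independently of each other, and the changed ones were drawn at random. These shares therefore do not hold for clusters with a wide spread, such as KRT10 (SD 2 in the M and 2.69 in the NM MCTs). For such clusters a count of 0 calls does not exclude changes of these sizes.

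Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Adjustment was over 39 lists, of which the study chose 10 on these tumours, and again over the other 29. Those 29 were fixed before the values were examined but with the paper's results known. The lists cover mast cells, basal keratinocytes, suprabasal and cornified keratinocytes, desmosomes and epithelial junctions, the keratinocyte score, hair follicle, sebaceous and sweat glands, melanocytes, fibroblasts and matrix, adipocytes, endothelium, smooth muscle and pericytes, skeletal muscle, eosinophils, neutrophils, macrophages, T and NK cells, B and plasma cells, cell cycle, immediate early genes, Wnt targets, p53 targets, extracellular proteases, angiogenesis, hypoxia, interferon response, heat shock, microRNA precursors and ribosomal proteins. A list of erythrocyte genes had 1 tested member and a list of small nucleolar RNAs had 0, and neither was tested. The association of expression profiles with breed, sex, age and group used a distance-based permutation test. Discriminant analysis used MASS 7.3-60.0.1.

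Of the 19 genes of Table 3, 15 were identified by symbol and 1 by the cluster number in S5 Table. The other 3 could be matched only by the ratio that the paper prints, after values were seen, and they enter no result except those that name them. The alternatives tried were other level filters, variance models and tests, array weights, array quality, age, sex, breed and the keratinocyte score as covariates or blocks, repeated quantile normalisation, other distances and linkages, and other gene selections. The distribution of differing clusters over chromosomes was not tested, because the gene annotation used here is of another dog assembly, UU_Cfam_GSD, from which only names and the order of neighbouring genes were taken. The enrichment of functional annotations and the quantitative PCR were not analysed here.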

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

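The count of splits for the keratinocyte score and the adjustment over the lists that the study did not choose were chosen after the result was seen. Another 16 Transcript clusters that the paper does not report had a ratio of medians above 2 and an unadjusted p under 0.05 from limma. None of them passed the adjustment over all clusters. Whether all 16 were among the clusters that the paper tested is not known here. Of these, 11 were higher in the NM MCTs. Among them were CST6, which encodes the epidermal protease inhibitor cystatin M/E (ratio NM over M 4.07, p = 0.0445), KRT6A, a keratin of hair follicles and activated keratinocytes (2.39, p = 0.0195), and LORICRIN, which encodes a main protein of the cornified envelope (2.3, p = 0.0319). FAM25A (2.13, p = 0.0427) and the unnamed locus LOC486523 (2.31, p = 0.013) were also higher in the NM MCTs. So were 6 clusters without a symbol: 14445614 (4.5, p = 0.00829), 14466902 (3.93, p = 0.023), 14456991 (3.41, p = 0.0452), 14466906 (2.49, p = 0.00333), 14265585 (2.13, p = 0.0349) and 14464638 (2.01, p = 0.00764). Higher in the M MCTs were H2AC13, with a ratio M over NM of 3.14, and 4 clusters without a symbol. These were 14474791 (5.23, p = 0.00151), 14308438 (2.21, p = 0.0133), 14427245 (2.17, p = 0.0464) and 14467414 (2.15, p = 0.00322). Cluster 14474791 had a mean log2 expression of 5.66 ± 2.19 (SD, n = 18) in the M MCTs and 3.46 ± 1.59 (SD, n = 16) in the NM MCTs.

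The 11 keratinocyte genes of Table 3 were lower in the M MCTs, with a median difference of -1.35 on the log2 scale. Array quality, as far as the interquartile range of relative log expression measures it, is argued against as the whole cause, and so is age. That range was nearly equal in the groups (0.417 in the M and 0.403 in the NM MCTs, two-sided permutation test, p = 0.58), so it could move the difference little. RNA integrity was not analysed here. With the range as a covariate 94.1% of the median difference was left. With age 76.4% of it was left, although 3 of the 11 genes then had an unadjusted p under 0.05. With the keratinocyte score as a covariate -10.1% of it was left, the median difference being 0.136 and 0 of 11 genes having an unadjusted p under 0.05, which is consistent with differing amounts of keratinocytes in the biopsies. A change of keratinocyte genes together within the same cells, keratinocytes or mast cells, would leave as little, so this biological explanation stays open. So does the age of the FFPE blocks, which was not analysed here. The paper reports no apparent gross difference in epidermis between the M and NM biopsies. The mean difference of the keratinocyte score genes, 0.471 in size, was reached by 1 of 100 splits of the MCTs, the real one included (highest other 0.376), which few splits gave, but the count was chosen after the result was seen for 1 of 29 lists, over which the score had adjusted p = 0.05 by permutation, so chance is not excluded over the lists.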

How the results depend on the processing

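Of 124 alternatives, 22 moved a result across its threshold or a value beyond its spread, or a count by over 1.5 times, and the others did not. The alternatives with 3 clusters matched by the paper's ratio, the permutation test of list scores, the lists without members that the study picked, the ratio of linear medians, breed without cross breeds and the adjustments over lists not chosen by the study were chosen after seeing the data. The count of clusters at an adjusted p under 0.05 was 0 in all 14 alternatives. At an unadjusted p under 0.05 it was 1284 with no level filter and 417 with a stricter one, 497 among clusters with 1 gene symbol, which follow from the number tested, and 513 with the keratinocyte score as a covariate. The tumours' label numbers do not pair them, since 3 of 16 same-number pairs had deviations correlated above 0.1 (-0.612 to 0.436), and with the number as a replicate block 548 clusters had an unadjusted p under 0.05. Of the 16 identified genes, 0 had a ratio of medians over 2 after adjustment for the keratinocyte score. By the fold of mean log2 values, 13 were over 2-fold without a covariate and 8 with age. Basal keratinocyte genes had adjusted p = 0.0616 with an estimated correlation and 0.0557 by permutation of the list score, and hair follicle genes 0.0843 and 0.0741. Of the lists not chosen by the study, 11 passed camera with preset correlation, 6 with an estimated correlation, 6 with the keratinocyte score as a covariate and 5 by permutation of the list score. Adjusted over those lists alone, 0 passed with an estimated correlation, 1 with fry and 0 by permutation. Discriminant analysis over random divisions assigned 58% of the M MCTs with genes chosen again in each training set, 82.7% with the keratinocyte score alone and, with the 3 matched clusters, 85.9% of the M and 77% of the NM MCTs. Leaving out each MCT in turn, the 3 clusters gave 81.2% of the NM MCTs. The difference of the group effect between sexes had 1516 clusters at an unadjusted p under 0.05 with no level filter. The cause of these changes was not tested except where stated. The distribution over chromosomes and both of its alternatives were not run. Repeating quantile normalisation moved the median difference over the tested clusters from -0.016 to 0.00304 and turned the direction of 0 lists past the threshold. Signal over background was not analysed here.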

Differences from the paper's values

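No test in this part was chosen after the result was seen, apart from the ratio of linear medians and the 3 clusters matched by ratio. The paper reports 218 Transcript clusters at a permutation-adjusted p under 0.05, 162 higher in the NM MCTs and 56 higher in the M MCTs. With limma and Benjamini-Hochberg adjustment 0 clusters passed, 0 higher in the NM MCTs and 0 higher in the M MCTs. The 14 alternatives set before the data were examined, the methods' t-test among them, used the same adjustment and each gave 0 too. They are therefore not counts under the paper's permutation adjustment. At an unadjusted p under 0.05, 797 clusters passed with limma. The methods' t-test with p from pooled random regroupings of the labels, not adjusted over clusters, gave 843 under 0.05. The paper's adjustment is cited and not described in its text. The paper's 218 clusters are 4.19% of those it tested, where 260.4 would be expected under an unadjusted p of 0.05. The paper tested 5207 Transcript clusters and 19246 were tested here. Neither its detection filter nor its restriction to main clusters with a unique hybridisation target was applied here. The alternatives without a level filter and with a stricter one, which tested 9852, differ from the paper's number too.

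The ratios of Table 3 for the 16 identified genes were equal to those here to 2 decimals for 6 genes, with a largest difference of 11.4%. With the ratio of medians of linear values, chosen after the values were seen, 16 of 16 were equal to 2 decimals and none of the 16 genes was dropped. Over these and the further ratios that the paper prints for genes higher in the NM MCTs, the largest difference by that measure was 1.21%. The paper's ratio for MIR632, higher in the M MCTs, is 1.83, against 1.59 here and 1.58 with linear medians, so that measure does not close this gap. The paper's p was below the permutation p here for 15 of the 16 genes and below the p of the methods' t-test for 15. A Benjamini-Hochberg adjustment never lowers a p, so for these 15 the paper's p is not such an adjustment of that t-test. For discriminant analysis, the setting with the 3 clusters chosen after the values were seen, by the paper's own ratios, gave 88.9% of M and 81.2% of NM MCTs, against 72.2% and 56.2% with the 16 genes.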

Other observations

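Of the tests in this part, the splits for the mean difference of immediate early genes and the adjustment over the lists that the study did not choose were chosen after the result was seen. Lists of lymphocyte genes were higher in the M MCTs with preset correlation and did not pass with an estimated one, nor with age as a covariate at preset correlation (adjusted p = 0.403 for B and plasma cells, 0.271 for T and NK cells). Of 7 tested genes of B and plasma cells, 2 were higher at an unadjusted p under 0.05, 0 were lower and 5 did not pass: MS4A1, which encodes the B cell antigen CD20 (M minus NM 0.38, p = 0.0249), and CD79B, a subunit of the B cell receptor (0.48, p = 0.0425). The list had adjusted p = 0.000822 from camera with preset correlation and adjusted p = 0.109 with an estimated correlation. Of 8 genes of T and NK cells, 1 was higher, CD3D, a subunit of the T cell receptor complex (0.36, p = 0.00346), and 7 did not pass, with adjusted p = 0.0145 and adjusted p = 0.115 with an estimated correlation. Over the list alone CD3D passed, and 0 genes of B and plasma cells did. Each of 3 eosinophil genes was higher in mean in the M MCTs and none passed an unadjusted p under 0.05, with adjusted p = 0.00595 for the list, adjusted p = 0.0431 with an estimated correlation and adjusted p = 0.0749 when adjusted over the 29 lists that the study did not choose. Of 10 genes of sebaceous and sweat glands, KRT7 (-0.37, p = 0.0156) and KRT79 (-0.42, p = 0.0302), keratins of glandular epithelium, were lower in the M MCTs and 8 did not pass, with adjusted p = 0.0145, adjusted p = 0.218 with an estimated correlation and adjusted p = 0.0519 with age as a covariate.

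No other cell type list that the passages leave undescribed passed camera with preset correlation and no covariate. The adjusted p was 0.0947 for fibroblasts and matrix, where FBLN1, which encodes fibulin-1, was lower in the M MCTs (-0.63, p = 0.0363), 0.0947 for neutrophils, 0.0947 for smooth muscle and pericytes, 0.231 for macrophages, 0.231 for adipocytes, 0.238 for melanocytes, 0.623 for endothelium and 0.994 for skeletal muscle. Among processes it was 0.0565 for angiogenesis, where the growth factor gene PGF was lower (-0.22, p = 0.00659), 0.0947 for p53 targets, where PERP and SFN were lower, 0.0947 for the interferon response, 0.463 for ribosomal proteins, 0.543 for extracellular proteases, 0.543 for hypoxia and 0.994 for heat shock. Fibroblast genes had adjusted p = 0.0301 and angiogenesis genes adjusted p = 0.0398 from camera with preset correlation and quantile normalisation repeated, while with an estimated correlation and no repeat they had adjusted p = 0.77 and 0.186. With age as a covariate and preset correlation the adjusted p was 0.00641 for skeletal muscle and 0.0108 for ribosomal proteins, lists whose genes had an estimated correlation of 0.952 and 0.588 and which had adjusted p = 0.996 and 0.904 with it and no covariate. Adding the keratinocyte score gave, with preset correlation, 0.0132 for melanocytes, 0.0409 for heat shock and 0.000103 for ribosomal proteins, and with the score and an estimated correlation 0.3, 0.452 and 0.687. The 4 tested genes that the paper names from copy number studies, a list the study chose, gave adjusted p = 0.611, with 0 past an unadjusted p under 0.05 and 0 past adjustment over the list alone.

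Immediate early genes were lower in the M MCTs, with a median difference of -0.394 on the log2 scale. Array quality was measured only by the interquartile range of relative log expression. With this measure as a covariate 96.9% of the median difference was left, which argues against array quality of that kind. The measure was nearly equal in the groups (0.417 in the M and 0.403 in the NM MCTs, two-sided permutation test, p = 0.58), so it could move the difference little. RNA integrity and the age of the FFPE blocks were not analysed here. With the keratinocyte score 43.4% was left and 2 of 19 genes had an unadjusted p under 0.05, which lies between the bounds set for and against differing amounts of keratinocytes and leaves that explanation undecided. The mean difference, 0.46 in size, was reached by 2 of 100 splits of the MCTs, the real one included (highest other 0.471), a count chosen for 1 of 29 lists, over which it had adjusted p = 0.05 by permutation, so chance is not excluded over the lists. A difference tied to metastasis was not tested apart from this and stays open, as does the handling of the biopsies, which was not analysed here.

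Accuracy of class prediction with genes selected and tested on the same MCTs was 73.5%, and 24 of 100 random regroupings of the labels reached it (mean 63.8%, highest 88.2%), which is consistent with the selection accounting for this accuracy. With genes selected in each training set, 23 of 100 splits, the real one included, reached the real 61.8% (highest other 76.5%), so a chance split cannot be excluded. A contribution of metastasis itself stays open.

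The other counts were set against 100 splits of the MCTs, the real one included. At an unadjusted p under 0.05, 42 splits gave at least the real 797 clusters, and the highest other gave 3125, several times the real count. What makes the counts vary this widely between splits was not tested. At an adjusted p under 0.05 the real count is 0, which all 100 splits must reach (highest other 3), so the splits decide nothing there. For gene lists past camera with preset correlation, 15 splits gave at least the real 11, the highest other 16. The effect of group did not differ between sexes for any cluster at an adjusted p under 0.05 from limma (0, smallest adjusted p = 0.514). At an unadjusted p under 0.05 it differed for 974 clusters, and 30 of 100 assignments of sex within the groups, the real one included, gave at least as many, the highest other 3733, again several times the real count. Chance cannot be excluded for the counts at an unadjusted p or for the count of lists.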
